# MicroRNAs Associated with Caste Determination and Differentiation in a Primitively Eusocial Insect

**DOI:** 10.1038/srep45674

**Published:** 2017-03-31

**Authors:** David H. Collins, Irina Mohorianu, Matthew Beckers, Vincent Moulton, Tamas Dalmay, Andrew F. G. Bourke

## Abstract

In eusocial Hymenoptera (ants, bees and wasps), queen and worker adult castes typically arise via environmental influences. A fundamental challenge is to understand how a single genome can thereby produce alternative phenotypes. A powerful approach is to compare the molecular basis of caste determination and differentiation along the evolutionary trajectory between primitively and advanced eusocial species, which have, respectively, relatively undifferentiated and strongly differentiated adult castes. In the advanced eusocial honeybee, *Apis mellifera*, studies suggest that microRNAs (miRNAs) play an important role in the molecular basis of caste determination and differentiation. To investigate how miRNAs affect caste in eusocial evolution, we used deep sequencing and Northern blots to isolate caste-associated miRNAs in the primitively eusocial bumblebee *Bombus terrestris*. We found that the miRNAs Bte-miR-6001-5p and -3p are more highly expressed in queen- than in worker-destined late-instar larvae. These are the first caste-associated miRNAs from outside advanced eusocial Hymenoptera, so providing evidence for caste-associated miRNAs occurring relatively early in eusocial evolution. Moreover, we found little evidence that miRNAs previously shown to be associated with caste in *A. mellifera* were differentially expressed across caste pathways in *B. terrestris*, suggesting that, in eusocial evolution, the caste-associated role of individual miRNAs is not conserved.

Eusocial insects are characterized by exhibiting castes, with the queen caste being specialized for reproduction and the worker caste being specialized for non-reproductive, colony tasks^1^,^2^,^3^. The occurrence of castes represents a leading example of polyphenism, where multiple adult phenotypes develop from the same genotype as a result of environmental influences during development^4^,^5^. Explaining the molecular basis of polyphenism represents a fundamental challenge in biology. The eusocial Hymenoptera (ants, bees and wasps) are the largest and most diverse group of eusocial insects^1^. Accordingly, to address the molecular basis of caste development, several previous studies have used genomic approaches such as high-throughput sequencing to profile the genes associated with caste determination and differentiation in a range of eusocial Hymenoptera^6^,^7^,^8^,^9^,^10^,^11^,^12^,^13^,^14^.

While these studies have been highly successful at isolating protein-coding genes associated with caste determination and differentiation, the role of microRNAs (miRNAs) in the same processes has been comparatively understudied. MiRNAs are a class of regulatory short RNAs (21–23 bp) that target mRNAs following transcription and prevent them from being translated into proteins^15^,^16^. They have been shown to have essential roles in development, metabolism, and other processes in animals^17^. Recent research has also shown that miRNAs are associated with polyphenisms in non-social insects, such as winged and wingless morphs in the pea aphid, *Acyrthosiphon pisum*^18^, and that they regulate the transition between solitary and gregarious morphs in the locust *Locusta migratoria*^19^. In eusocial Hymenoptera, the potential role of miRNAs in caste development has been studied in the honeybee, *Apis mellifera*, where miRNAs have been shown to be differentially expressed in queen- and worker-destined larvae and pupae^20^,^21^,^22^ and experimentally implicated in caste determination^23^.

*A. mellifera* is a well-studied example of the advanced eusocial Hymenoptera, which are typified by queens and workers that are morphologically strongly differentiated and highly specialized for their respective roles. In primitively eusocial Hymenoptera, morphological differentiation of the castes is weaker and many differences between queens and workers are behavioural^1^. As a relatively primitively eusocial species, the bumblebee *Bombus terrestris* occupies an intermediate position with respect to caste differences, in that queens and workers are similar in external morphology and ovariole number but differ in body mass, physiology and behaviour, with workers being unable to mate^24^,^25^. The genus *Bombus* shares a primitively eusocial common ancestor with *Apis*^26^. The extant clades descended from this common ancestor are either advanced eusocial (Apini, comprising *Apis*; and Meliponini), primitively eusocial (Bombini, comprising *Bombus*) or non-eusocial (Euglossini)^26^. Hence *Bombus* represents the closest extant model for the primitively eusocial common ancestor with *Apis*, albeit one that, since the split, will have undergone independent evolution towards its own form of eusociality. For these reasons, *B. terrestris* makes an excellent system in which to investigate the molecular basis of queen-worker caste differentiation and determination, including the role of miRNAs, in the evolutionary trajectory between primitive and advanced eusociality.

In *B. terrestris*, queens and workers develop through four larval instars, identifiable by mass and head width^27^. Caste fate (adult phenotype) is determined, i.e. differentiation is initiated, early in the development of female larvae^24^,^28^. Larvae are irreversibly determined from a totipotent state (i.e. in which larvae are capable of developing into either caste) towards worker development provided that, during a sensitive larval phase for 3–5 days after hatching (in the second instar), the colony queen is present and emitting a pheromonal signal^27^,^29^,^30^,^31^. It is hypothesized that, later in the colony cycle, the queen stops producing the pheromone, so allowing female larvae to develop as queens^30^,^31^,^32^. Two key hormone groups involved in this process are juvenile hormone (JH) and the ecdysteroids, with high larval levels of each hormone being associated with queen development^27^,^28^,^33^,^34^. Queen-destined larvae undergo JH peaks in their second and third instars that delay larval moult, so extending their developmental time and leading to the greater adult body size of queens relative to workers^27^,^28^. However, some female larvae developing in the absence of queen pheromone may still become worker-like adults if, during the fourth instar, they receive insufficient food^35^. By contrast, worker-destined larvae lose totipotency and cannot change to the queen pathway once they have passed the second instar without a JH peak, i.e. if they have passed through the sensitive phase in the queen’s presence^28^.

Overall, this system of caste determination differs from that of *A. mellifera*, since, in *B. terrestris*, the queen’s presence (via queen pheromone) and amount of food jointly influence caste, whereas in *A. mellifera* totipotent female larvae must be fed specialized food (royal jelly) to develop as queens^36^. However, the extent to which the molecular basis of caste determination differs across the two taxa remains unclear. By profiling early- and late-instar queen- and worker-destined female larvae for miRNAs in *B. terrestris*, we were able, for the first time, to investigate the role of miRNAs in queen-worker caste determination in a relatively primitively eusocial species, to characterize miRNA profiles in larval development before and after the change from totipotency to fixity in caste fate, and to compare the roles of miRNAs across the gradient of eusociality represented by *B. terrestris* and *A. mellifera*.

## Results

### SRNA-seq reveals caste-associated miRNAs in *B. terrestris*

We used deep sequencing of small RNAs (sRNA-seq) from queen- and worker-destined larvae that were collected from their colonies either while still totipotent (early-instar larvae) or after their caste fate was fixed (late-instar larvae). Each phenotype was sequenced in four biological replicates, comprising paired but separate pools of early- and late-instar larvae within each caste pathway from each of eight separate colonies, yielding 16 samples in total. 

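The data analysed here come from the queen-destined part of this design, which the labels describe as whole larvae pooled by colony and instar. The 4 early-instar pools (EQ1 to EQ4) and the 4 late-instar pools (LQ1 to LQ4) share replicate numbers. Each number was taken to stand for 1 of 4 colonies, and between 5 and 27 larvae went into a pool. The worker-destined libraries are not used here. The authors deposited a table of predicted miRNAs with a value for each miRNA in each library, and 7 of the 8 queen-destined libraries (all but LQ2) were read from it. The paper left out EQ2 and LQ2 after checking the normalization, so the main comparison sets EQ1, EQ3 and EQ4 against LQ1, LQ3 and LQ4, and EQ2 is added as an alternative. The paper's accepted reads for the 7 libraries lie between 2005763 in LQ4 and 5176221 in EQ2. The values in the table are whole numbers and sum to 237780 in EQ1, 148819 in EQ2, 244868 in EQ3, 234595 in EQ4, 193303 in LQ1, 259624 in LQ3 and 229250 in LQ4, which does not follow the accepted reads. They were therefore treated as normalized reads and not as counts, and intervals that need a count are not given. Differences between instars were tested with limma on log2(normalized reads + 20), over the 100 rows with a value of at least 10 in at least 3 libraries, with Benjamini-Hochberg adjustment. The value of 20 is the number the paper uses as its offset, there on reads scaled to a higher library total, so it weighs more on the deposited scale, and it makes the change of a miRNA with low values look smaller than it is. Exact two-sided permutation tests of 3 libraries against 3 cannot give a p below 0.1.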

We previously used worker-destined larvae of both instars to characterize 101 miRNAs in *B. terrestris* female larvae, of which 16 were new miRNAs (i.e. not isolated in any other organism) and 85 were shared with *A. mellifera* and so appeared conserved across the corbiculate bees^37^. In the present study, sRNA-seq of queen- and worker-destined *B. terrestris* female larvae returned six conserved miRNAs that had high normalized read counts (≥200 reads per 4 million reads) and that were differentially expressed between the caste phenotypes. These were Bte-miR-13a, Bte-miR-87a, Bte-miR-100, Bte-miR-306, Bte-miR-6001–5p and Bte-miR-6001-3p (Fig. 1; Supplementary Information), with the last two miRNAs being, respectively, the 5′ and 3′ arms of the Bte-miR-6001 duplex. 

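The queen-destined libraries hold 44 distinct mature sequences with a mean of at least 200 deposited normalized reads in early-instar larvae and 41 in late-instar larvae, on the scale of the deposited table. Bte-miR-306 passed that level in both instars. Its values were 1414, 1384 and 986 in EQ1, EQ3 and EQ4 (mean 1261 ± 239, SD, n = 3) and 1292, 1491 and 1626 in LQ1, LQ3 and LQ4 (mean 1470 ± 168, SD, n = 3). The log2 fold change of late against early instars was 0.23 (standard error 0.25, adjusted p = 0.567 from limma), and the exact two-sided permutation test of the means gave p = 0.4. The ranges of the 2 instars overlapped, and within colonies the log2 change was -0.13, 0.11 and 0.71 for replicates 1, 3 and 4, so that the difference in Bte-miR-306 was not larger than the spread between replicates. With EQ2, whose value was 918, the early mean was 1176 ± 260 (SD, n = 4). The mature sequence of Bte-miR-306 is TCAGGTACTGAGTGACTCTGAG, and its precursor lies on the minus strand of scaffold Group15.5 of the B. terrestris genome v.1.0 from 1390034 to 1390107. Bte-miR-13a was not analysed here.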

Bte-miR-13a and Bte-miR-306 were most highly expressed in worker-destined larvae in early but not late larval instars (Fig. 1). 

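In queen-destined larvae, Bte-miR-6001-5p had values of 0, 1 and 1 normalized reads in EQ1, EQ3 and EQ4 and of 2281, 1435 and 2019 in LQ1, LQ3 and LQ4, a late mean of 1912 ± 433 (SD, n = 3). Bte-miR-6001-3p was listed at 0 in all early-instar libraries and at 337, 642 and 491 in LQ1, LQ3 and LQ4 (mean 490 ± 153, SD, n = 3), and no fold change is given for an arm at 0. On the log2(normalized reads + 20) scale, the difference of late against early was 6.52 for the 5′ arm (standard error 0.25, adjusted p = 1.09e-15 from limma) and 4.63 for the 3′ arm (standard error 0.26, adjusted p = 1.35e-12). Bte-miR-100 rose from 62.0 ± 8.66 (SD, n = 3) to 301.3 ± 71.1 (SD, n = 3), a log2 fold change of 1.95 (standard error 0.25, adjusted p = 1.86e-06 from limma). For each of these miRNAs every late-instar library lay above every early-instar library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allows). Bte-miR-87a moved the other way between instars, from 1328 ± 91.6 (SD, n = 3) to 994 ± 112 (SD, n = 3). Its log2 fold change was -0.41 (standard error 0.24, adjusted p = 0.181 from limma), which does not pass the threshold, although every late-instar library lay under every early-instar library (865 to 1067 against 1222 to 1384, exact two-sided permutation p = 0.1) and the log2 fold change was negative in each of the 3 colonies (-0.66, -0.37 and -0.21 in colonies 1, 3 and 4). With the replicate number as a block, which compares the instars within each colony, the adjusted p was 1.22e-09 for Bte-miR-6001-5p, 3.27e-08 for Bte-miR-6001-3p, 3.05e-05 for Bte-miR-100 and 0.112 for Bte-miR-87a. Same-numbered libraries deviated together from their instar means with a correlation of 0.275 across miRNAs. The other pairings of these libraries gave from -0.321 to 0.139. With so few pairings, the highest value does not establish that same-numbered libraries share a colony.
With EQ2 included, the values of Bte-miR-6001-5p, Bte-miR-6001-3p and Bte-miR-100 in that library were 0, 0 and 41, and these 3 miRNAs kept non-overlapping ranges. For Bte-miR-87a, EQ2 held 636, under every late-instar library, which brought the log2 fold change to -0.15. The sum of all miRNA values in EQ2 was also low, at 62.2% of the mean of the other early-instar libraries. The pseudocount moved the miR-6001 arms most, to a difference of 10.21 for the 5′ arm and 8.89 for the 3′ arm at a pseudocount of 1. Bte-miR-100 (AACCCGTAGATCCGAACTTGTG) has its precursor on the minus strand of scaffold Group16.3 of genome v.1.0 from 580432 to 580511, and Bte-miR-87a (GTGAGCAAAGTTTCAGGTGTGT) is listed at 2 loci on the minus strand of scaffold Group13.5, from 425143 to 425219 and from 424454 to 424547, with the same values at both.

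**Figure D1:**
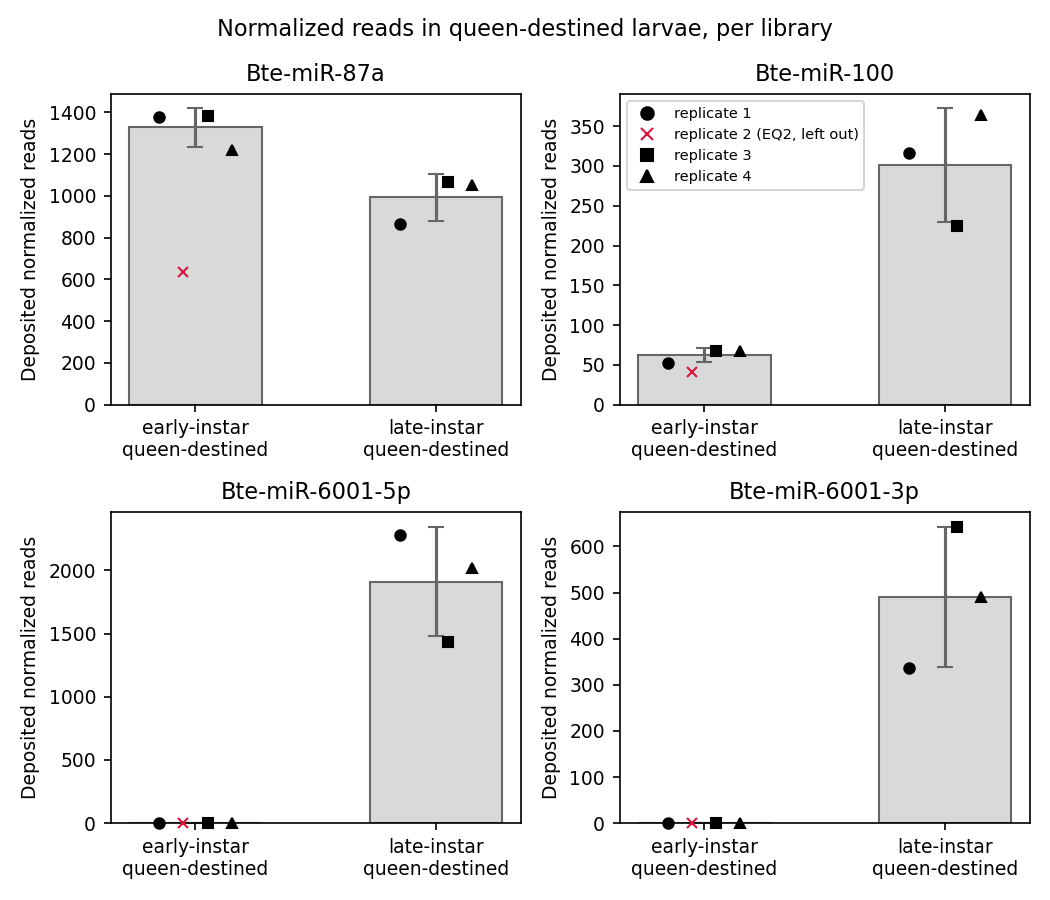
Deposited normalized reads (y axis, from 0) of Bte-miR-87a, Bte-miR-100, Bte-miR-6001-5p and Bte-miR-6001-3p in early- and late-instar queen-destined larvae. Points are libraries, with EQ2 as a cross, and bars and error bars are the mean and SD of replicates 1, 3 and 4. Late-instar libraries hold between 1435 and 2281 reads of Bte-miR-6001-5p and early-instar libraries 0 or 1.

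From the queen-destined values set against those of worker-destined larvae in Fig. 1, the paper states that the caste difference of these miRNAs lies in late instars. The worker-destined side of that comparison is not used here.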

Bte-miR-87a, Bte-miR-100, Bte-miR-6001-5p and Bte-miR-6001-3p were most highly expressed in queen-destined larvae in late but not early larval instars (Fig. 1). Both Bte-miR-6001-5p and Bte-miR-6001-3p showed the highest degree of differential expression (16.5 and 15.8 fold change between caste phenotypes, respectively), while the other four miRNAs showed only 2.2–3.2 fold change between expression levels between caste phenotypes (Fig. 1).

### Northern blot validation of caste-associated miRNAs

We used Northern blots to validate the six miRNAs found to be differentially expressed between caste phenotypes on the basis of the sRNA-seq data. We also used Northern blots to validate four other miRNAs selected on the basis of homology to miRNAs associated with larval or pupal caste differences in *A. mellifera*^20^,^21^,^22^,^23^ (Supplementary Table S1) or differential expression between larval instars within castes in *B. terrestris* (Supplementary Information). Each phenotype was analysed in at least two of five biological replicates drawn from paired but separate pools of early- and late-instar larvae within each caste pathway from each of ten separate colonies. The patterns of expression of Bte-miR-6001-5p and Bte-miR-6001-3p observed in the sRNA-seq were confirmed by the Northern blots. Specifically, both miRNAs were more highly expressed in late-instar queen- versus worker-destined larvae (Fig. 2). By contrast, the Northern blots failed to validate the four remaining *B. terrestris* miRNAs that had been identified as differentially expressed between caste phenotypes by sRNA-seq (Fig. 2), i.e., while the miRNAs were expressed at a level detectable by Northern blot, the assay showed no evidence of their being differentially expressed between the caste phenotypes (Fig. 2). In addition, the Northern blots similarly failed to validate the four miRNAs associated with larval or pupal caste differences in *A. mellifera* or with differences between larval instars within castes in *B. terrestris* (Fig. 2).

We also used Northern blots to investigate the expression patterns of Bte-miR-6001-5p and Bte-miR-6001-3p in specific tissues of late-instar queen-destined larvae (head, digestive tract and outer cuticle) and in whole bodies of queen-destined larvae and pupae. We found that, in late-instar queen-destined larvae, both miRNAs were most highly expressed in outer cuticle (Fig. 3). In addition, both miRNAs were expressed at lower levels in late queen pupae compared to late-instar queen-destined larvae and early queen pupae (Fig. 3).

### Genomic context of caste-associated miRNAs

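In the deposited table, which uses the scaffolds of the B. terrestris genome v.1.0, the precursor of bte-mir-6001 lies on the minus strand of scaffold Group13.5 from 4555800 to 4555864. It is 65 nt long, with the sequence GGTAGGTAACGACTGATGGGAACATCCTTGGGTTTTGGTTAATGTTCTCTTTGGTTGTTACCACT. The 5′ arm, GTAGGTAACGACTGATGGGAACA, covers positions 2 to 24 of the precursor, and the 3′ arm, TTCTCTTTGGTTGTTACCACT, covers positions 45 to 65. The 3′ arm in Table S7 is 1 nucleotide longer than the one in the deposited table, and the 5′ arm is identical in both. RNAfold predicted a hairpin with 25 base pairs and a minimum free energy of -26.80 kcal/mol, in which 21 of the 23 nucleotides of the 5′ arm open a pair. The table places 2 other rows on this scaffold, both of them loci of Bte-miR-87a, and the nearer one ends 4130581 bases before the start of the precursor. In the RefSeq annotation of assembly iyBomTerr1.2, a different build from the one the table uses, the transcript the paper cites for Vhdl belongs to gene LOC100643258. The position of the precursor relative to the exons of that gene was not analysed here.

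**Figure D2:**
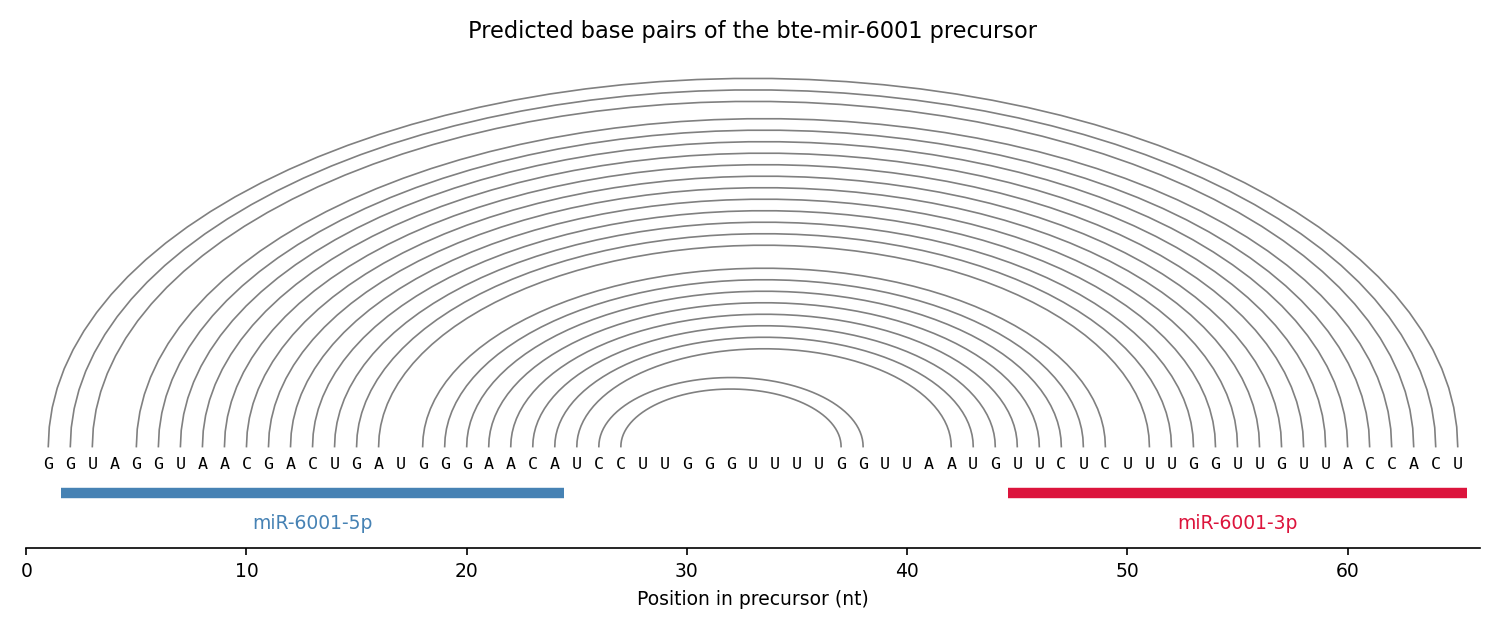
Predicted base pairs of the bte-mir-6001 precursor. The x axis is the position in the precursor in nucleotides, each arc joins 2 paired bases, and the bars mark Bte-miR-6001-5p at positions 2 to 24 and Bte-miR-6001-3p at positions 45 to 65, which pair with each other along most of their length.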

Genome scanning for the gene *bte-mir-6001* against the *B. terrestris* genome^37^ showed that this miRNA and its precursor sequence comprise the entire fourth intron of *very high density lipoprotein (Vhdl*, RefSeq accession number: NM_001331111.1; Fig. 4), which is a gene with homology to *Vitellogenin*. This signifies that this miRNA is a mirtron, i.e. an intronic miRNA that replaces the Drosha cleavage with splicing to generate the pre-miRNA^38^,^39^. A BLAST search of this sequence against the *A. mellifera* genome^40^ revealed that the mirtron was conserved in the same intron of the same gene in *A. mellifera* (Fig. 4).

### Target prediction of caste-associated miRNAs

Target prediction for Bte-miR-6001-5p and Bte-miR-6001-3p showed that many putative targets for these miRNAs are genes involved in development and reproductive differentiation in *Apis* and *Drosophila*, including genes associated with ovary and oocyte development, neurodevelopment, larval development and larval moulting (Table 1). Specifically, predicted targets of Bte-miR-6001-5p included *ecdysone-induced protein 75* and *ferredoxin* (Table 1).

## Discussion

We have isolated and validated two miRNAs (Bte-miR-6001-5p and Bte-miR-6001-3p) that are more highly expressed in queen- than in worker-destined late-instar larvae in *B. terrestris* (Figs 1and 2). This expression pattern suggests that these miRNAs are associated with queen-worker caste determination and/or differentiation in larvae. Such a role is consistent with expression differences in these miRNAs occurring in late- but not early-instar larvae (Figs 1and 2), i.e. after the sensitive phase of caste determination in the second instar in which worker-destined larvae lose totipotency^28^, and with the decline in their expression in late queen pupae (Fig. 3). It is also consistent with higher expression of Bte-miR-6001-5p and Bte-miR-6001-3p in the cuticle of late-instar queen-destined larvae (Fig. 3), given that differentiation of queens in *B. terrestris* involves delayed moulting of later larval instars^28^ and that, in the *B. terrestris* transcriptome, genes involved in larval cuticular biogenesis show elevated expression relative to other genes^41^. In addition, a role in caste determination for Bte-miR-6001-5p and Bte-miR-6001-3p matches the finding that the predicted targets of Bte-miR-6001-5p include *ecdysone-induced protein 75* and *ferredoxin*, both of which have been associated with responses to ecdysone in *Drosophila*^42^,^43^. Ecdysone is an ecdysteroid, a well-known family of insect hormones that mediate many processes including caste determination in both *A. mellifera*^44^ and *B. terrestris*^33^.

A role for miRNAs in caste determination in *B. terrestris* and other eusocial Hymenoptera is consistent with miRNAs having been found to mediate the development of alternative adult phenotypes in other insects^18^,^19^, although miRNAs may not underpin behavioural caste differences in adults in other primitively eusocial Hymenoptera^45^. In *B. terrestris*, one possibility is that one or both arms of the Bte-miR-6001 duplex targets a protein-coding gene that prevents larvae from developing along the queen-destined pathway, so that, by silencing the gene, the miRNA allows larvae to develop as queens. The detailed mechanism by which this occurs remains open for future investigation, but could involve a peak in Bte-miR-6001 responding to the JH peaks exhibited by queen-destined larvae, or to the absence of queen pheromone, or the greater amount of food received by late-instar queen-destined larvae^27^,^28^,^29^.

Our finding that *bte-mir-6001* is a mirtron within *Vhdl* suggests a novel link between miRNA regulation of caste determination and the *Vitellogenin* family of genes, including the gene *Vitellogenin (Vg*), to which *Vhdl* has sequence homology. Vitellogenins are an important class of nutritive proteins induced by JH and linked to reproduction in numerous insects^46^, including eusocial Hymenoptera. For example, in bees, vitellogenins are associated with ovarian activation in adult female *Bombus*^47^,^48^ and *Apis*^49^ and with larval queen-worker caste differentiation in *Apis*^9^. These associations suggest that *Vhdl* is also a candidate for a caste-associated gene in eusocial Hymenoptera in general.

Despite validating the sequencing results for the Bte-miR-6001 duplex, the Northern blots failed to confirm expression patterns for four other *B. terrestris* miRNAs that were differentially expressed according to sRNA-seq (Bte-miR-13a, Bte-miR-87a, Bte-miR-100, Bte-miR-306; Fig. 2). This could have occurred for several reasons. First, the sequencing results could have been false positives, with the Northern blot results reflecting a true lack of differential expression between the caste phenotypes. Second, it is possible that differential expression was present but that the low absolute levels of expression of these miRNAs (in contrast to those of the miR-6001 duplex) meant that differential expression was not detected by the Northern blots. 

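Among the 111 distinct mature sequences in the deposited table, ranked by normalized reads within each queen-destined sequencing library, Bte-miR-6001-5p ranked between 12 and 18 in LQ1, LQ3 and LQ4, and Bte-miR-6001-3p ranked 34 in each of them. In the same late-instar libraries Bte-miR-306 ranked 17 and Bte-miR-87a between 21 and 24, so both lay above the 3′ arm of the miR-6001 duplex, while Bte-miR-100 ranked between 35 and 44, below both arms. In early-instar libraries EQ1, EQ3 and EQ4, Bte-miR-306 ranked between 15 and 20, Bte-miR-87a between 16 and 17 and Bte-miR-100 between 57 and 58. These ranks are of sequencing libraries, and Northern blot signal was not analysed here.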

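The spread between the queen-destined sequencing libraries, as the coefficient of variation (SD over mean) of normalized reads, was 11.3% for Bte-miR-87a, 23.6% for Bte-miR-100 and 11.4% for Bte-miR-306 in late-instar larvae (n = 3). Over the same late-instar libraries it was 22.7% for Bte-miR-6001-5p and 31.1% for Bte-miR-6001-3p. In early-instar larvae (n = 3) it was 6.90% for Bte-miR-87a, 14.0% for Bte-miR-100 and 18.9% for Bte-miR-306, and with EQ2 included (n = 4) it came to 30.6% for Bte-miR-87a, 22.3% for Bte-miR-100 and 22.1% for Bte-miR-306. With 3 libraries per instar the coefficients themselves have a wide error, and differences between them were not tested.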

Third, a high level of variation between replicates in the absolute level of expression of these four miRNAs could have masked any differential expression present. Previous studies^50^,^51^, including a study on miRNAs differentially expressed between *Apis* behavioural phenotypes^51^, have also found that Northern blots do not always show the same results as sRNA-seq analysis.

Our results show that the miRNAs associated with caste differentiation in *Bombus* and *Apis* exhibit little overlap. Specifically, the Northern blots showed that the homologues of four miRNAs associated with queen-worker caste determination in *A. mellifera* (Ame-miR-9a, -184, -71 and -275; Supplementary Table S1) were not differentially expressed between queen- and worker-destined larvae in *B. terrestris* (Fig. 2). Other studies have shown that, in *A. mellifera*, Ame-miR-6001-5p was not differentially expressed between queen- and worker-destined larvae^21^ and that Ame-miR-6001-3p was weakly differentially expressed between castes in larvae^21^ or was differentially expressed between female and male larvae but not between castes in larvae^22^. In sum, four out of four caste-associated miRNAs in *A. mellifera* that we investigated in *B. terrestris* lack such a role in *B. terrestris*, and at least one of two caste-associated miRNAs in *B. terrestris* lack this role in *A. mellifera*. Moreover, our previous profiling of miRNAs in *B. terrestris* showed that there was little overlap in the total set of miRNAs in the genomes of the two species, with *A. mellifera* having up to 103 miRNAs in its genome that are not found in the genome of *B. terrestris*^37^. Overall, therefore, our findings suggest that, within the bees, miRNAs are associated with caste determination and differentiation relatively early in eusocial evolution but that the role of individual miRNAs is not generally conserved as eusocial evolution proceeds. Hence, as well as the emergence of novel (taxonomically restricted) genes underpinning eusocial evolution across the Hymenoptera^45^,^52^,^53^, novelty of function could be a feature of the molecular basis of eusocial evolution. Further investigations, as well as focusing on the mechanism by which the Bte-miR-6001 duplex might affect caste, on its putative targets and on *Vhdl*, would therefore benefit from considering how its role has been modified during the change from primitive to advanced eusociality in bees.

## Methods

### Sample Collection

We collected female larvae from *B. terrestris* colonies between May 2011 and December 2013 (see Supplementary Information for full details of all methods). We removed the queen from a sample of colonies to generate queen-destined larvae and we obtained worker-destined larvae from the remaining, queenright (with a queen) colonies. Caste fate of all sampled larvae was verified by tracking the caste fate of larvae retained in the same batch and allowed to develop to adulthood^8^. We thereby collected larvae with four different phenotypes: early- and late-instar worker-destined larvae and early- and late-instar queen-destined larvae. Colonies were separated into three cohorts: cohort 1 (8 colonies; Supplementary Table S2) was used to produce RNA for sRNA-seq; cohort 2 (10 colonies; Supplementary Table S3) was used to produce RNA for Northern blot validation; and cohort 3 (1 colony) was used to produce larval tissues (head, cuticle, digestive tract) and pupae (early-pupae and late pupae) for Northern blot investigation of miR-6001-5p and miR-6001-3p in queen-destined developmental pathways.

We pooled larvae that had the same phenotype and that were collected from the same colony within the total set of colonies, and then extracted total RNA from each pool using Trizol. Within each caste pathway, early- and late-instar larvae were sampled from the same colony; therefore instar stages were paired within colonies and each colony pool was a biological replicate for each phenotype. In this way, we created four biological replicates for each phenotype from cohort 1 for sRNA-seq (Supplementary Tables S2, S4) and five biological replicates from cohort 2 for Northern blots (Supplementary Tables S3, S5). We used RNA from the four biological replicates of the four phenotypes from cohort 1 to generate 16 cDNA libraries (Supplementary Table S4). We prepared the libraries using the TruSeq small RNA library preparation kit v.1.5 (Epicentre Technologies, Madison, Wisconsin, USA) with HD modifications to the 3′ adapter to reduce sequencing bias^54^. The libraries were sequenced using Illumina sequencing on the HiSeq2000 platform.

### Bioinformatic Analysis

The 16 sRNA-seq libraries produced a total of 86 million reads (2.4–6.3 million reads per library; Supplementary Table S4). After excluding reads that contained unassigned nucleotides, we trimmed the 3′ adapter sequence and the HD signature from each read. We excluded sequences shorter than 16 nucleotides from further analysis. We mapped remaining reads to the *B. terrestris* genome v.1.0^37^, full length, allowing one mis-match and no gaps, using the software *PatMaN*^55^. On average, 69.4% of the redundant reads (all reads) and 54.9% of the non-redundant reads (unique reads) mapped to the *B. t. terrestris* genome across all 16 libraries (Supplementary Table S4). As expected, a high average proportion of these genome-matching reads was incident to miRNAs (24.7% of the redundant reads, Supplementary Table S6). We normalized the 16 libraries using the read count per total normalization method^56^,^57^,^58^, with the normalization total for each library set at 4 million, which was the median total read count (rounded up to the nearest million) of the accepted reads across all libraries^57^. After checking the efficiency of the normalization, we excluded four libraries (one from each phenotype) from further analysis (see Supplementary Information). We aligned (full length, allowing up to two mis-matches and no gaps) the sequences to the Hexapoda miRNAs listed on miRBase v.21^59^. Following^60^,^61^, we identified the differentially expressed miRNAs using a maximal expression interval approach, and the degree of differential expression was determined using the log offset fold change (OFC) method across all libraries for pairwise comparisons of phenotypes. To isolate miRNAs associated with caste, we compared worker- and queen-destined larvae within each instar. To isolate miRNAs associated with development, we compared early- and late-instar larvae within each caste pathway. We defined miRNAs as differentially expressed when log_2_(OFC) ≥ 1 between phenotypes^60^.

We used miRanda^62^ to identify a list of potential targets of the two miRNAs that had a validated pattern of differential expression (Bte-miR-6001-5p, Bte-miR-6001-3p). We identified the putative function of each target using the descriptions presented in NCBI (http://www.ncbi.nlm.nih.gov/) and FlyBase (http://flybase.org/).

### Northern Blots

To validate the expression of miRNAs that were identified as differentially expressed between castes in cohort 1, we used Northern blots to probe for miRNAs in RNA extracted from pooled samples from cohort 2 (Supplementary Tables S5, S7). For each miRNA, we produced Northern blots comparing the expression in each phenotype in at least two biological replicates. The miRNA expression was considered validated if both biological replicates showed a pattern of differential expression that was the same as the sRNA-seq. In addition, we used Northern blots of RNA extracted from larval and pupal samples in cohort 3 to investigate the tissue- and stage-specificity of the two caste-associated miRNAs that were validated by the Northern blots (Bte-miR-6001-5p and Bte-miR-6001-3p). For all Northern blots U6, a stably expressed nuclear RNA, was used as a loading control.

### Data Access

The raw sRNA-seq data and raw counts have been submitted to GEO NCBI (GEO accession numbers: GSE64512 and GSE77870).

## Additional Information

**How to cite this article:** Collins, D. H. *et al*. MicroRNAs Associated with Caste Determination and Differentiation in a Primitively Eusocial Insect. *Sci. Rep.* **7**, 45674; doi: 10.1038/srep45674 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
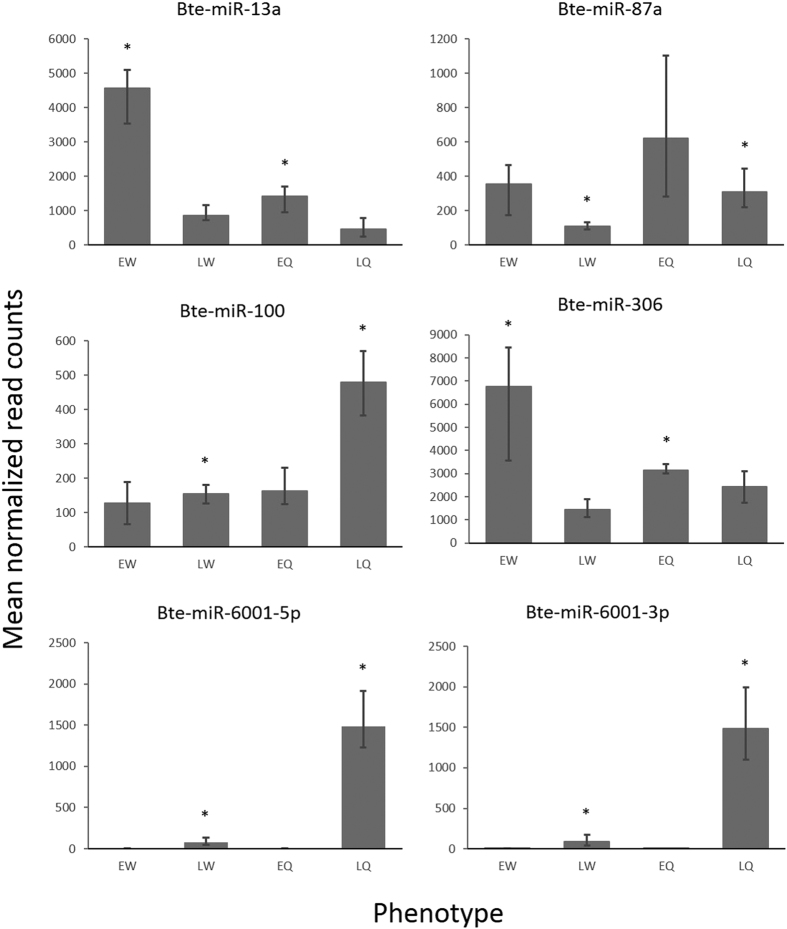
Mean normalized read counts for six miRNAs obtained by sRNA-seq of pooled whole body preparations of female larvae of *Bombus terrestris* and identified as being differentially expressed between queen- and worker-destined larvae. Error bars represent the range of the normalized read counts across three replicate libraries for each phenotype (all libraries excluding EW4, LW4, EQ2 and LQ2; see Supplementary Information). Phenotype: EW, early-instar worker-destined larvae; LW, late-instar worker-destined larvae; EQ, early-instar queen-destined larvae; LQ, late-instar queen-destined larvae. Asterisks indicate, within instars between caste phenotypes, pairs of phenotypes showing differential expression (i.e. when log_2_(OFC) ≥ 1).

**Figure 2:**
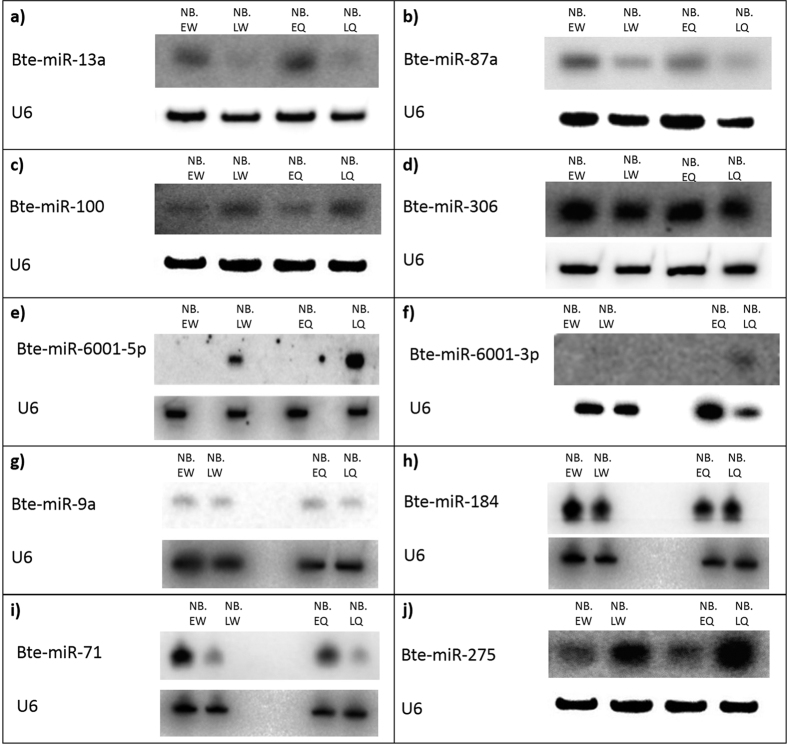
Northern blot expression profiles for ten miRNAs, and a control probe (U6), in pooled whole body preparations of female larvae of *Bombus terrestris*. EW, early-instar worker-destined larvae; LW, late-instar worker-destined larvae; EQ, early-instar queen-destined larvae; LQ, late-instar queen-destined larvae. Prefix ‘NB’ denotes a sample for Northern blot (Supplementary Table S3).

**Figure 3:**
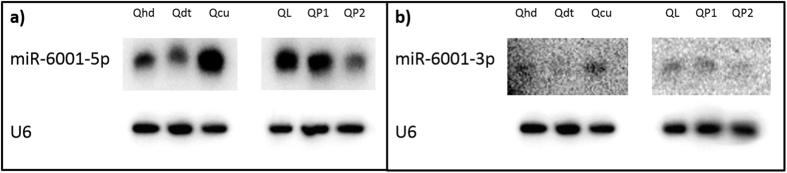
Northern blot expression profiles for two miRNAs, (**a**) miR-6001-5p and (**b**) miR-6001-3p, and a control probe (U6), in *Bombus terrestris* late-instar queen-destined larvae and queen-destined pupae. The miR-6001-3p probe produced a weaker signal than the miR-6001-5p probe; however, both probes showed the same pattern of gene expression. Qhd, queen-destined larva, head; Qdt, queen-destined larva, digestive tract; Qcu, queen-destined larva, cuticle; QL, queen-destined larva, whole body preparation; QP1, early queen pupa, whole body preparation; QP2, late queen pupa, whole body preparation.

**Figure 4:**
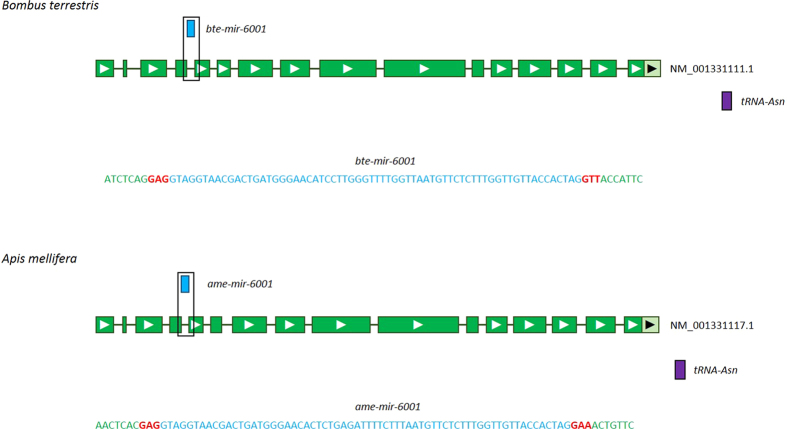
Schematic diagram of very high density lipoprotein (*Vhdl*) and mir-6001 in *Bombus terrestris* and *Apis mellifera*. Light blue boxes represent mir-6001, green boxes represent the predicted exons of *Vhdl*, dark green lines represent the introns, and the purple box the neighbouring tRNA sequence in both genomes. The black box around mir-6001 and the fourth intron of *Vhdl* represents the sequence shown below each gene schematic. In these sequences, green characters represent nucleotides at the end of the fourth and start of the fifth exons of *Vhdl*; red characters, the end of the intron-exon splice junctions; and blue characters, the predicted mir-6001 precursor sequence containing the miR-6001 miRNA duplex. Gene model in schematic diagram modified from the NCBI database; RefSeq accession number (on the right of the schematics) from the NCBI database.

**Table 1:** Possible target genes and their functions for two caste-associated miRNAs isolated from female larvae of *Bombus terrestris*.

MicroRNA	Gene name	Accession number	Target Gene Biological Function (Gene Ontology terms from FlyBase)
Bte-miR-6001-5p	*Ecdysone-induced protein 75 (E75)*	XM_003398942.2	Antimicrobial humoral response, Ecdysis, Molting cycle, Regulation of ecdysteroid metabolic process, regulation of gene expression, regulation glucose metabolic processes, response to ecdysone
	*Ephrin receptor tyrosine kinase (EphR), transcript variant X12*	XM_012315751.1	Melanotic encapsulation of foreign target, Mushroom body development, Peripheral nervous system development, Regulation of glucose metabolic process
	*Vacuolar protein sorting 13B (Vps13B)-like*	XM_012317130.1	Protein targeting to the vacuole
	*Lysine-specific demethylase (lid)*	XM_003393890.2	Chromatin organization, Gene silencing, Heterochromatin organization, Histone H3-K4 demethylation, Imaginal disc-derived wing vein specification, Oogenesis, Positive regulation of methylation-dependent chromatin silencing, Regulation of Notch signaling pathway
	*Ferredoxin (fdxh)*	XM_003393566.2	Positive regulation of ecdysteroid biosynthetic processes, Pupariation
	*Parvulin prolyl isomerase 1 (parv 1)*	XM_003397622.2	Epidermal growth factor receptor (Egfr) pathway
	*Roughened (R)*	XM_003397072.2	Adherens junction assembly, Cell adhesion, Dorsal closure, Establishment of ommatidial planar polarity, Germ-line stem cell population maintenance, Hemocyte migration, Positive regulation of cell-cell adhesion, Rap protein signal transduction, Regulation of cell shape, Regulation of embryonic cell shape, Substrate-dependent cell migration, Cell extension
	*RNA-dependent helicase p7*	XM_003397280.2	RNA helicase
	*Translationally controlled tumor protein (Tctp)*	XM_003397970.2	Cellular response to gamma radiation, Double-strand break repair, Intra-S DNA damage checkpoint, Mitotic G2 DNA damage checkpoint, Positive regulation of cell size, Positive regulation of histone phosphorylation, Positive regulation of multicellular organism growth
	*No extended memory (nemy)*	XM_012312185.1	Imaginal disc-derived wing morphogenesis, Locomotory behaviour, Memory
Bte-miR-6001-3p	*Distal-less (DII)*	XM_012315363.1	Antennal development, determination of ventral identity, imaginal disc-derived appendage morphogenesis, imaginal disc-derived leg morphogenesis, imaginal disc-derived wing margin morphogenesis, leg disc proximal/distal pattern formation, mushroom body development, negative regulation of gene expression, olfactory behaviour, factory nerve development, positive regulation of transcription, DNA-templated, proboscis development, specification of organ identity
	*Gish casein kinase gilgamesh*	XM_003393759.2	Glial cell migration, negative regulation of actin nucleation, olfactory learning, ommatidial rotation, protein phosphorylation, regulation of endocytic recycling, regulation of establishment of planar polarity, response to mechanical stimulus, sensory perception of pain, sperm individualization, spermatogenesis, Wnt signaling pathway
	*beta4GalNAcTA beta 1,4-N-acetylgalactosaminyltransferase A*	XM_003402833.2	Adult locomotory behaviour, glycolipid biosynthetic process, glycosphingolipid biosynthetic process, N-acetylglucosamine metabolic process, neuromuscular junction development, sperm individualization
	*Baboon (babo)*	XM_012318461.1	Activin receptor signaling pathway, axon guidance, determination of adult lifespan, eye-antennal disc morphogenesis, imaginal disc-derived wing morphogenesis, mushroom body development, negative regulation of autophagy, neuroblast proliferation, neuron development, positive regulation of BMP signaling pathway,positive regulation of pathway-restricted SMAD protein phosphorylation, regulation of glucose metabolic process, regulation of mitotic cell, response to UV
	*RNA-dependent helicase p72*	XM_003397280.2	RNA helicase

Gene ontologies from FlyBase and gene annotations and RefSeq accession numbers from the NCBI database.

# Supplementary material for: MicroRNAs Associated with Caste Determination and Differentiation in a Primitively Eusocial Insect
**Source:** Sci Rep. 2017 Mar 31;7:45674. doi: 10.1038/srep45674
**Supplement:** Supplementary Information

# **MicroRNAs Associated With Caste Determination and Differentiation in a Primitively Eusocial Insect**

## **Supplementary Information**

**David H. Collins<sup>1\*</sup>, Irina Mohorianu<sup>1,2</sup>, Matthew Beckers<sup>2</sup>, Vincent Moulton<sup>2</sup>, Tamas Dalmay<sup>1</sup>, and Andrew F. G. Bourke<sup>1</sup>**

## **Supplementary Methods**

### **Sampling of queen- and worker-destined larvae**

We obtained 63 *Bombus terrestris* colonies in three cohorts between May 2011 and December 2013. Cohort 1 consisted of 40 colonies obtained from Syngenta Bioline B.V. (Weert, The Netherlands) in May 2011 and was used to generate queen- and worker-destined larvae for deep sequencing of small RNAs (sRNA-seq) (Table S2). MicroRNAs (miRNAs) are the best characterised class of sRNAs, and occupy the majority of the sequencing space in sRNA-seq libraries. Therefore we focussed our analysis on this class of sRNA. Cohort 2 consisted of 20 colonies obtained from the same supplier in April 2012 and was used to generate queen- and worker-destined larvae for miRNA validation by Northern blot (Table S3). Cohort 3 consisted of 3 colonies obtained from Koppert B.V. (Berkel en Rodenrijis, The Netherlands) in December 2013 and was used to generate RNA from specific larval tissues and from queen pupae to identify the stage- and tissue-specificity of caste-differentiated miRNAs. Colonies were reared in plastic boxes (measuring 20 cm × 20 cm × 15 cm) kept in standard conditions (28°C, 60% R.H., under red light)<sup>1</sup> and supplied *ad libitum* with sugar-syrup (Syngenta Bioline B.V.) and freeze-dried pollen (Koppert B.V.).

On arrival, each colony in all three cohorts contained a single queen that had not yet produced any workers. This allowed us to record the date of first worker eclosion (when workers first emerge from their pupae), which in turn permitted us to estimate the date of the 'switch point'. In the colony cycle of *B. terrestris*, the switch point is defined as the point when the queen starts to produce male eggs; it usually occurs 2-4 weeks after the date of first worker eclosion<sup>1,2</sup>. In the present study it was necessary to estimate the switch point to ensure that only female larvae were sampled, given that male larvae are not easily distinguishable from worker-destined larvae and larvae present in post-switch point colonies could have been male. Accordingly, our strategy for sampling queen- and worker-destined larvae involved sampling early-instar larvae only from pre-switch-point colonies (i.e. from colonies up to 14 days after first worker eclosion) and late-instar larvae only from larval batches that had been early-instar larvae during this pre-switch period. With this condition, our strategy involved the following steps: (a) sampling (by removal) approximately 50% of each batch of early-instar larvae produced per colony, and allowing the remaining 50% to develop into late-instar larvae; (b) of these late-instar larvae, sampling approximately 50% per colony, and leaving the remaining 50% to develop into adults. We then monitored the development of the unsampled late-instar larvae until their eclosion. This final step allowed us to verify the caste fate (adult phenotype) of sampled larvae by recording the caste fate of unsampled larvae within the same batches. We also individually weighed all sampled larvae on a balance (A&D, Abingdon, UK) to confirm the instar of all larvae and the caste of late-instar larvae.

### *Cohort 1: samples for sRNA-seq*

For cohort 1, we randomly divided the colonies into two groups of 20, with one group being reared to produce worker-destined larvae and the other group being reared (by queen removal) to produce queen-destined larvae. Once the first workers had eclosed, we photographed each colony daily at 17:00 until the first males eclosed (28-93 days after receiving the colonies, except in the case of one colony, which was excluded, in which adult males eclosed at the same time as the first workers eclosed). Using the photographs, we determined the locations of the developing brood and any newly-laid eggs, allowing us to follow the development of individual larvae after the first instar in each of the experimental colonies. In total, seven colonies were excluded from the experiment (five in which the queen died one or two days after the experiment began, one that contained workers on arrival and

the colony in which adult males eclosed at the same time as the first workers eclosed), leaving 33 colonies in cohort 1.

We retained the colony queen in 13 of the 33 colonies (henceforth queenright colonies, generating worker-destined larvae) and removed the colony queen from the remaining 20 colonies (henceforth queenless colonies, generating queen-destined larvae). Queen removal was carried out 14 days after first worker eclosion. Because *B. terrestris* queens produce a queen pheromone in the presence of which female larvae develop into workers, queen removal induces queen production<sup>3-5</sup>. In the queenright colonies, we removed up to half of the 1st or 2nd instar larvae (1-3 days old) every 2-3 days until 10-14 days after first worker eclosion, after which further early-instar larvae were not sampled as colonies were likely to have reached their switch point. In the queenless colonies, we removed up to half of the 1st or 2nd instar larvae every 2-3 days for 6 days after the queen was removed. Because *B. terrestris* eggs hatch 5 days after they are laid<sup>6</sup>, any eggs present after this time would have been male eggs produced by egg-laying workers, and so sampling of early-instar larvae was then halted. In both queenright and queenless colonies, we allowed all unsampled larvae to develop to the 4th (final) instar, which is beyond the point in larval development when caste fate has been irreversibly determined<sup>7</sup>. We then sampled approximately half of the 4th instar larvae from both sets of colonies.

Among the 13 queenright colonies, eight colonies occurred in which all of the unsampled larvae eclosed as workers. These eight colonies were maintained for a further month after all focal larvae had pupated and eclosed as workers, which allowed us to determine that no queens or males eclosed for two weeks or more after final larval sampling. This meant that all sampled larvae in these colonies would have been very likely to develop into workers. We selected as colonies providing worker-destined larvae the four of these colonies that had the highest sample sizes of early-instar and late-instar larvae. In the four selected colonies, 100% (148/148) of unsampled late-instar larvae eclosed as workers (Table S2). All 1st and 2nd instar larvae sampled from these colonies were classified as early-instar worker-destined larvae and all 4th instar larvae were classified as late-instar worker-destined larvae. The masses (mean (range) mg, n = number of larvae) of the sampled worker-destined larvae were as follows: early-instar larvae: 7.5 (3.5–15.3) mg, n = 164; late-instar larvae: 252.4 (107.0–454.4) mg, n = 85. These values confirmed that the early-instar larvae were 1st or early 2nd instar larvae, as 2nd instar *B. terrestris* worker-destined larvae have been shown to have a maximum mass of 39.5 mg<sup>3,4</sup>. Likewise, these values confirmed that the late-instar larvae were 4th instar larvae, as *B. terrestris* worker-destined 4th instar larvae have been shown to have a minimum mass of 95.8 mg<sup>3,4</sup>.

Among the 20 queenless colonies, eight colonies produced queens. We sampled queen-destined larvae from the four colonies among these eight that produced the highest percentages of adult queens from the unsampled late-instar larvae. In three colonies, this percentage was 100% (38/38 larvae; Table S2). In the fourth colony (QL-14), it was 85% (11/13 larvae; Table S2), i.e. two unsampled larvae eclosed as workers. However, retrospective calculation of the proportion of all late-instar larvae (sampled and unsampled) that were queen-destined in this colony showed this proportion to be 95% (38/40; Table S2). All sampled late-instar larvae from all four colonies could be identified as queen-destined, because in *B. terrestris* it is possible to tell late-instar worker- and queen-destined larvae apart by mass alone, with queen-destined larvae having a mass approximately four times greater<sup>3</sup>. The masses (mean (range) mg, n = number of larvae) of queen-destined larvae sampled from the four colonies were as follows: early-instar larvae: 9.3 (7.2–14.7) mg, n =

76; late-instar larvae: 1168.7 (772.5–1455.4) mg,  $n = 65$ . These values confirmed that the early-instar larvae were 1st or early 2nd instar larvae, as 2nd instar *B. terrestris* queen-destined larvae have been shown to have a maximum mass of 64.0 mg<sup>3,4</sup>. Likewise, these values confirmed that the late-instar larvae were 4th instar larvae, as *B. terrestris* queen-destined 4th instar larvae have been shown to have a minimum mass of 256.2 mg<sup>3,4</sup>.

In summary, in the four selected queenright colonies, we monitored 397 larvae in total. Of these we sampled 164 early-instar worker-destined larvae and 85 late-instar worker-destined larvae. Of the remaining 148 unsampled larvae reaching the late instar, 100% eclosed as workers (Table S2). In the four selected queenless colonies, we monitored 192 larvae in total. Of these we sampled 76 early-instar queen-destined larvae and 65 late-instar queen-destined larvae. Of the remaining 51 unsampled larvae reaching the late instar, 96% eclosed as queens, i.e. all except for two larvae eclosing as workers (Table S2). These data confirmed that larvae sampled from each colony type would have developed along the expected caste trajectory in the vast majority of cases.

Within each colony, instar and caste, we pooled sampled larvae as whole bodies and then snap-froze them in liquid nitrogen and crushed them into a mass of fine frozen particles using a chilled ceramic mortar and pestle. We dissolved the pooled mixture into Trizol reagent (Invitrogen, Carlsbad, California, USA), using 1.5 ml of Trizol for every 100 mg of tissue. We snap-froze the resulting mixtures in liquid nitrogen and stored them at  $-80^{\circ}\text{C}$ . We pooled larvae because sRNA-seq required up to 2  $\mu\text{g}$  of total RNA per phenotype, which was more RNA than the early-instar larvae yielded individually. Pooling also meant that the miRNA read counts (the number of sequences returned from the sRNA-seq) of different samples reflected differences between phenotypes rather than individuals<sup>8</sup>. To ensure that the samples were biological replicates representing colony variation, each sample was created by pooling larvae from the same colony and phenotype. The samples consisted of 10–44 early-instar larvae per colony and 5–27 late-instar larvae per colony. These procedures generated 16 samples, representing four biological replicates (colonies) per each of the four phenotypes, with each colony providing one early-instar and one late-instar sample for each caste fate (Tables S3, S5).

#### *Cohort 2: samples for Northern blots*

Colonies in cohort 2 were reared and sampled following the same procedures as those used for cohort 1. The queen died soon after arrival in two colonies, which were therefore excluded from the experiment. Of the remaining 18 colonies, we maintained five in a queenright condition (to produce worker-destined larvae) and removed the colony queen from the remaining 13 colonies (to produce queen-destined larvae). We isolated worker- and queen-destined larvae following the methods used for cohort 1. In the five queenright colonies (Table S3), we monitored 551 larvae in total. Of these we sampled 223 early-instar worker-destined larvae and 92 late-instar worker-destined larvae. Of the remaining 236 unsampled larvae reaching the late instar, 235 (99.6%) eclosed as workers (a single male eclosed from these larvae in one colony; Table S3). In eight of the 13 queenless colonies, large numbers of workers eclosed and these colonies were therefore excluded from experiment. In the five remaining queenless colonies (Table S3), we monitored 284 larvae in total. Of these we sampled 122 early-instar queen-destined larvae and 56 late-instar queen-destined larvae. Of the remaining 106 unsampled larvae reaching the late instar, 103 (97.1%) eclosed as queens (a single worker eclosed from these larvae in each of three colonies; Table S3). As for cohort 1, because almost all unsampled larvae from each selected colony developed into the expected phenotype, we treated all sampled larvae from queenright

colonies as worker-destined and all sampled larvae from queenless colonies as queen-destined.

Larvae sampled from the cohort 2 colonies were pooled, snap-frozen and stored following the methods used for the cohort 1 larvae. Pooling was again conducted within colonies and phenotypes and was required because each Northern blot required up to 10 µg of total RNA. Samples consisted of 11–59 early-instar larvae per colony and 6–25 late-instar larvae per colony. This generated 20 samples, representing five biological replicates (colonies) per each of the four phenotypes, with each colony providing one early-instar and one late-instar sample for each caste fate (Tables S4, S6).

#### *Cohort 3: samples for identifying miRNA stage- and tissue-specificity*

Colonies in cohort 3 were reared following the methods used for the colonies yielding queen-destined larvae in cohorts 1 and 2. Following queen removal, one of the cohort 3 colonies produced 10 late-instar queen-destined larvae. We dissected four of the larvae into head, digestive tract and outer cuticle using a scalpel on a Perspex dissection board. The tissues were immediately separated from one another and homogenized in Trizol using a chilled ceramic mortar and pestle, frozen in liquid nitrogen, and stored individually at -80°C. We homogenized two of the larvae as whole-body preparations in Trizol, then froze them in liquid nitrogen and stored them individually at -80°C. The remaining four larvae were allowed to pupate in the colony. We sampled two of these two days after pupation ('early queen pupae') and the remaining two seven days after pupation ('late queen pupae'). We homogenized the four pupae in Trizol, froze them in liquid nitrogen, and stored them individually at -80°C. These procedures generated 18 individual samples for Northern blots: late-instar queen-destined larva head (4 samples); late-instar queen-destined larva digestive tract (4 samples); late-instar queen-destined larva outer cuticle (4 samples); late-instar queen-destined larva whole body preparation (2 samples); early queen pupa (2 samples); and late queen pupa (2 samples).

### **Molecular methods for sRNA-Seq**

#### *RNA extraction*

We extracted total RNA from the larval-Trizol homogenates (separately for each sample) according to the instructions of the Trizol manufacturer (Invitrogen, Carlsbad, California, USA) with minor modifications. Following RNA extraction, we quantified total RNA using a Nanodrop 8000 spectrophotometer (ThermoFisher Scientific, Loughborough, UK). We measured the integrity of the RNA on a 1.2% agarose gel. All RNA used for sRNA-seq and Northern blots was pure (260/280 ratio > 1.6) and there was no evidence of degradation (data not shown).

#### *cDNA library preparation*

In cohort 1, we used total RNA extracted from the queen- and worker-destined larvae to construct 16 cDNA libraries (Tables S3, S5). The 16 libraries consisted of four libraries of early-instar worker-destined larvae (EW1–4), four of late-instar worker-destined larvae (LW1–4), four of early-instar queen-destined larvae (EQ1–4) and four of late-instar queen-destined larvae (LQ1–4) (Tables S3, S5). To make the cDNA libraries, we first enriched the total RNA for small RNAs (sRNA) (i.e. enriching the fraction of total RNA that was less than 200 bp in length) using a mirVana miRNA isolation kit (Ambion, Foster City, California, USA) according to the manufacturer's instructions. We then prepared the libraries using the

TruSeq small RNA library preparation kit v.1.5 (Epicentre Technologies, Madison, Wisconsin, USA) with modifications to the 3' adapter to reduce sequencing bias<sup>9</sup>.

To ligate the adapters to the sRNA sequences, we followed the protocol provided with the TruSeq 1.5 library preparation kit with some modifications. Following preparation of the cDNA, we amplified each library with a unique index sequence using Illumina index primers (1-16). We tested the specificity of the PCRs by varying the cycle number for each library individually, choosing the cycle number that provided the clearest product when separated on an 8% polyacrylamide gel. We used the selected cycle number to prepare four PCR reactions for each library. We separated the PCR products on an 8% polyacrylamide gel, and then scanned the gel using a Molecular Imager FX Pro Plus (BIORAD, Hemel Hempstead, UK) and *Quantity One* software (BIORAD). We identified the 21-23mer miRNA band on the gel, and cut out the gel section that contained it. We then extracted the nucleic acids from the gel fragments and re-purified them using ethanol precipitation. To reduce the chances of adapter-adapter contamination, which is a common problem during library preparation<sup>10</sup>, we separated the purified nucleic acid sample on a second 8% polyacrylamide gel and re-purified it by using ethanol precipitation and re-dissolving the pellet in ARG water. We took 1/6th of the purified product and separated it on a third gel to ensure that the miRNA band of interest was still present.

#### *Sanger sequencing and sRNA-seq*

To ensure that the cDNA libraries from the cohort 1 samples contained miRNAs, we cloned the construct from library EW-1 into a pGEMTeasy vector (Clontech, Saint-Germain-en-Laye, France) and then transformed it into DH5 $\alpha$  super-competent *Escherichia coli* using blue-white colony staining. We then extracted the vectors containing the RNA fragment of interest by culturing the *E. coli* overnight, picking the white colonies and making mini-preps using the Qiagen mini-prep kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. We prepared ten samples using ready reactions (Life Technologies, Paisley, UK) and then sent them for Sanger chain-termination sequencing at the Earlham Institute (formerly The Genome Analysis Centre), Norwich Research Park, UK.

We used *FinchTV* sequence analysis software (Geospiza, Seattle, Washington) to identify each sequence. We were able to map six of the miRNA length sequences to the *B. terrestris* genome v.1.0<sup>11</sup>. One of the six sequences was identified as the miRNA Bte-miR-1, confirming that the libraries contained miRNAs (data not shown).

Finally, the 16 prepared cDNA libraries were shipped to BaseClear B.V (Leiden, The Netherlands), who conducted sRNA-seq of each library on the Illumina HiSeq2000 platform (single-ended reads, on 50 cycles). The sRNA-seq data are separated by each library and are available on the NCBI gene expression omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>). The worker-destined larvae data (GEO accession: GSE64512) were used to predict new miRNAs in the *B. terrestris* genome<sup>11</sup> and were made available following publication of the genomes, while the queen-destined larvae are available under the GEO accession number GSE77870. Each library is labelled on GEO according to its phenotype and replicate number, e.g. Early Queen Destined 1 corresponds to library EQ1.

### **Bioinformatic analysis**

#### *Quality checks and genome mapping*

The sRNA-seq libraries from the cohort 1 samples returned 86 million reads across all 16 libraries (2.4–6.3 million reads per library). First, we filtered out all reads that contained

unassigned nucleotides; these represented less than 1% of the total number of reads in each sample (Table S4). Next, we trimmed the adapter sequences by matching the first 8 nt of the 5' end of the 3' adapter sequence; on average, the adapter was found for 80% of reads (Table S4). We then trimmed the 4 nt corresponding to the 3' HD adapter<sup>9</sup>; only sequences longer than 16 nt were kept for further analysis (on average 82.4% of the sequences with the adapter; Table S4). We term all reads remaining after these steps 'accepted reads'.

We also inspected the nucleotide composition of reads within the 21-24 nt range (Figure S1). No sequence motifs stood out for any size class; however, we observed that the 5' end of the 22mers and 23mers was enriched for thymine, which is the known hallmark of miRNAs (22mers) and their variants (23mers)<sup>12</sup>. In addition, there was no evidence of a single nucleotide dominating the sequences at any nucleotide position on the sequences (Figure S1).

Next we calculated the number of non-redundant reads (unique sequences) and the corresponding read complexities, defined as the ratio of the number of redundant reads (total number of reads produced from the sequencing) to non-redundant reads (Table S4).

We mapped all accepted reads to the *B. terrestris* genome v.1.0<sup>11</sup>, full length, allowing one mis-match and no gaps, using *PatMan*<sup>13</sup>. An average of 69.4% of the redundant reads and 54.9% of the non-redundant reads mapped to the genome across all 16 libraries (Table S4). The higher proportion of redundant reads mapping to the genome indicated that the majority of mapped reads were reads with high abundance rather than 'noise', and therefore that the mapped reads were likely to contain a high proportion of functional sRNAs (including miRNAs). We also mapped the reads to available annotations, including annotated miRNAs, tRNAs and coding DNA sequences (CDSs), of the *B. terrestris* genome (Table S6). As expected, a high proportion of reads was incident to miRNAs (an average of 24.6% of redundant reads across all libraries, Table S6). The complexity of these reads was low, supporting the conclusion that a small number of sequences with high abundance were classified as miRNAs. However, we found that sample LW4 had a very low proportion of miRNAs compared to the other samples (< 5% miRNAs). A small proportion of reads, less than 2% in all samples, matched to tRNAs. Around 40% of the reads in each sample matched to annotated CDSs. The complexities of these reads were higher (> 0.1) and the proportion of non-redundant incident reads was consistently higher than the proportion of redundant reads, indicating that these reads were likely to have been degradation fragments (Table S6).

We next compared the similarity between replicates and treatments, for the mapped reads, using the Jaccard similarity index (Figure S2). The Jaccard index reflects the proportion of reads that are shared between samples (1.0 = samples identical, 0.0 = no shared reads) and was calculated for each pair of samples using the 500 most abundant reads in each sample<sup>14</sup>. In these comparisons, 15/16 libraries shared 50% or more of the 500 most highly expressed sequences between replicates of the same phenotype, the exceptional library being LW4 (Figure S2). Size class distribution plots showed that 22mer sRNA sequences were the most frequently expressed within each phenotype, again except for library LW4 (Figure S3).

#### *Normalization of read abundances*

We normalized the 16 libraries using the read count per total (rpt) normalization method<sup>15-17</sup>, with the normalization total for each library set at 4 million, which was the median total read count (rounded up to the nearest million) of the accepted reads across all libraries (Table S4)<sup>16</sup>. 

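For each queen-destined library, the sum of the deposited miRNA values was set against the paper's own read numbers. The sum was taken over all rows, in which a sequence with several precursors is repeated. With each sequence counted once, it was 173255 in LQ1 and 201969 in LQ4, against 193303 and 229250 over all rows. Library totals implied by the sums over all rows are therefore higher than those from distinct sequences. Divided by the number of miRNA reads in Table S6, the sums gave between 0.211 in EQ2 and 0.819 in LQ4, a coefficient of variation of 52.6% over 7 libraries. Divided by the percentage of genome-matching reads that were miRNAs in the same table, they varied by 5.60%, and the library total that each sum implies ran from 848247 in LQ1 to 994628 in LQ4. The deposited values thus share a scale between libraries and follow the miRNA share of each library, not its depth. The total to which they were scaled is not stated with the table, and it was not rescaled to the total given in the methods. Values were rounded to whole numbers, so the reads behind a low value were not recovered.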

To evaluate the outcome of the normalization, we plotted the distribution of pairwise differential expression, calculated using an offsetted fold change, across all read lengths<sup>14</sup>.

For most samples, rpm normalization was appropriate. However, libraries EW4, LW4, EQ2 and LQ2 were significantly differentially expressed when compared to the other three replicates within each respective phenotype, particularly for reads of length 28-34 nt (Figure S4), which reduced the sequencing space for shorter fragments, introducing technical differential expression. 

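In the deposited table, the miRNA values of EQ2 sum to 62.2% of the mean of the other early-instar libraries, which is 239081 ± 5259 (SD, n = 3). The gap between EQ2 and the next library is 0.893 of the range of the 4 early-instar sums. After division by the miRNA percentage of Table S6, the figure for EQ2 is 93.2% of the mean of the others. EQ2 came from 10 larvae and LQ2 from 5, where the other early-instar pools held between 18 and 25 larvae and the late-instar pools that the paper kept held between 11 and 27. Reads that are not miRNAs, including the longer reads, were not analysed here, and neither was LQ2.

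**Figure D3:**
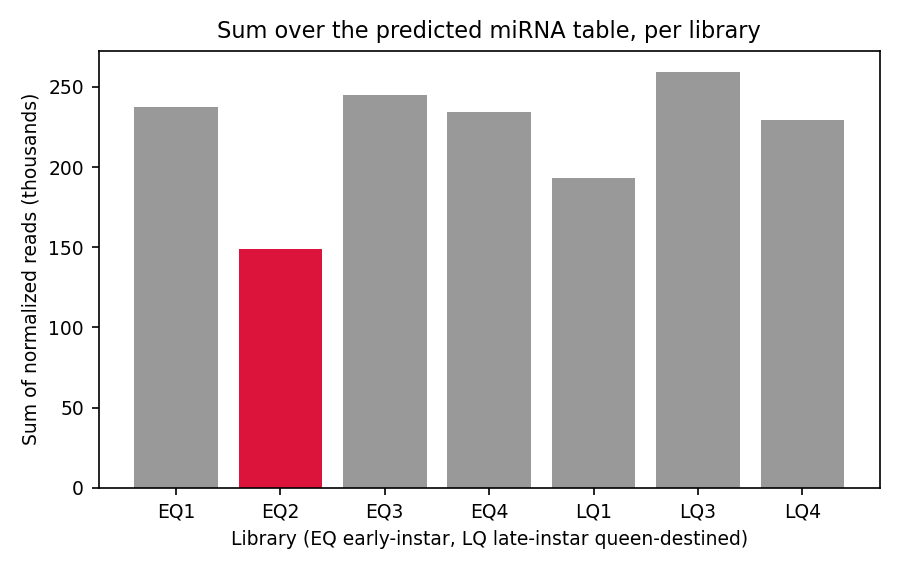
Sum of normalized reads over all rows of the predicted miRNA table (y axis, from 0) for each queen-destined library (x axis). A sequence listed with several precursors is added for each of them. EQ2, in red, has 148819, the lowest of the 7 libraries, and LQ3 has 259624, the highest.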

LW4 also had a very low proportion of miRNAs (see above). We therefore excluded these libraries from further analysis.

#### *MicroRNA prediction and differential expression analysis*

Using the normalized matrix of abundances, we identified the *B. terrestris* miRNAs by aligning the sRNA-seq reads to the miRNAs listed under Hexapoda in *miRBase* v.21<sup>12</sup> allowing up to 2 mis-matches and accepting only reads aligning to the positive strand of the mature sequences (we thereby updated the set of predicted miRNAs for worker- destined larvae libraries EW1-4 and LW1-4) described in Sadd *et al.*<sup>11</sup>). A set of custom-made Perl scripts (available at [https://github.com/mattlbeck/collins\\_et\\_al\\_MCDB](https://github.com/mattlbeck/collins_et_al_MCDB)) was used to create the set of conserved miRNAs. The abundances of mature miRNAs were calculated both at the read level and for mature miRNA variant regions following methods in Mohorianu *et al.*<sup>14</sup>. A miRNA variant region was defined by finding the per-nucleotide count coverage across all reads and libraries aligning to the mature miRNA. The largest increase and decrease in counts across the mature miRNA indicated the start and end of a variant region. The region count was calculated as the algebraic sum of read counts from reads incident to this region. These methods produced a final list of predicted miRNAs (Appendix 1).

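The deposited table of predicted miRNAs has 123 rows, each with a mature sequence, a precursor and its locus, and these hold 111 distinct mature sequences. A sequence with several precursors is repeated with the same values, which concerns 6 sequences, with up to 6 precursors for a sequence. In 5 of them the mature sequence lies at several loci, and in the other, overlapping precursors place it at the same bases. A count of rows is therefore higher than a count of miRNAs. Mature sequences are 17 to 24 nt long and precursors 55 to 118 nt, and 11 precursors are listed with both arms. A column of source codes marks 69 of the distinct sequences with MM and 42 without it, and the codes are not spelled out in the table. The MM sequences hold between 98.5% and 99.1% of the normalized reads in the 7 queen-destined libraries when each sequence is counted once. Between 108 and 110 of the 111 sequences have a value of at least 1 in each of these libraries, and Bte-miR-1 alone holds between 40.1% and 44.0% of the reads.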

To calculate differential expression between pairs of phenotypes, we determined confidence intervals from the replicates for each miRNA in each treatment as the range of the normalized read counts (i.e. difference between minimum and maximum normalized read counts)<sup>18-21</sup>. If, for a given miRNA, confidence intervals between two treatments did not overlap, the log<sub>2</sub> offset fold change (OFC) was calculated from the ratio of the minimum expression level in the sample with higher mean expression and the maximum expression level in the sample with lower mean expression<sup>18</sup>. That is, for any sequence in samples  $k$  and  $k'$ , we defined the confidence intervals as  $[min_k, max_k]$  for sample  $k$  and  $[min_{k'}, max_{k'}]$  for sample  $k'$ , where  $min_k$  and  $min_{k'}$  are the minimum values of the normalized expression levels in the replicates for the sequence, and  $max_k$  and  $max_{k'}$  are the maximum values of the normalized expression levels in the replicates for the sequence. The log<sub>2</sub> offset fold change was then calculated as follows:

For up-regulation (i.e. mean expression higher in sample  $k'$ ), as

$$\log_2 \frac{min_{k'} + o}{max_k + o};$$

and for down-regulation (i.e. mean expression higher in sample  $k$ ), as

$$\log_2 \frac{min_k + o}{max_{k'} + o}.$$

The offset ( $o$ ), which was applied to each abundance before the fold change was calculated, was set at 20, thereby preventing the resulting rank of fold changes from being skewed by low-abundance reads<sup>14</sup>.

Using these methods, we identified miRNAs that were differentially expressed between worker- and queen-destined larvae within instars (i.e. by comparing EW with EQ and LW

with LQ) and that were differentially expressed between instars within each caste trajectory (i.e. by comparing EQ with LQ and EW with LW). Following previous studies<sup>8,22,23</sup>, we defined sequences as differentially expressed between phenotypes if the log<sub>2</sub> offset fold change was greater than one.

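With the offset of 20 applied to the deposited values, 12 of the 123 rows reached a log2 OFC of at least 1 between early- and late-instar queen-destined larvae, 5 of them higher and 7 lower in late instars, and they represent 11 distinct mature sequences. The ranges of 3 early- and 3 late-instar libraries did not overlap in 60 rows (48.8%), where chance gives 10%. limma with Benjamini-Hochberg adjustment placed 43 of the 100 rows tested at an adjusted p under 0.05, 16 higher and 27 lower in late instars, and these include all 12 rows past the OFC criterion. Counted by distinct sequence, 41 of 97 passed, 15 higher and 26 lower. With the replicate number as a block, 43 rows passed, and they were the same 43 rows. Requiring a change of at least 2-fold in each of the 3 colonies, as a paired form of this criterion, gave 16 rows, 5 higher and 11 lower. The deposited scale is lower than the library total of the methods, and an offset of 5, nearer to the paper's on this scale, gave 14 rows, 5 higher and 9 lower. An offset of 1 moved the OFC count most, to 23 rows. Adding EQ2 left 8 rows past the OFC criterion, 5 higher and 3 lower, and 42 rows past the limma threshold, of which 38 were shared with the fit without it. EQ2 is low across the miRNAs, which can lower the early minimum of those that fall. The OFC count with EQ2 was not run after rescaling.

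**Figure D4:**
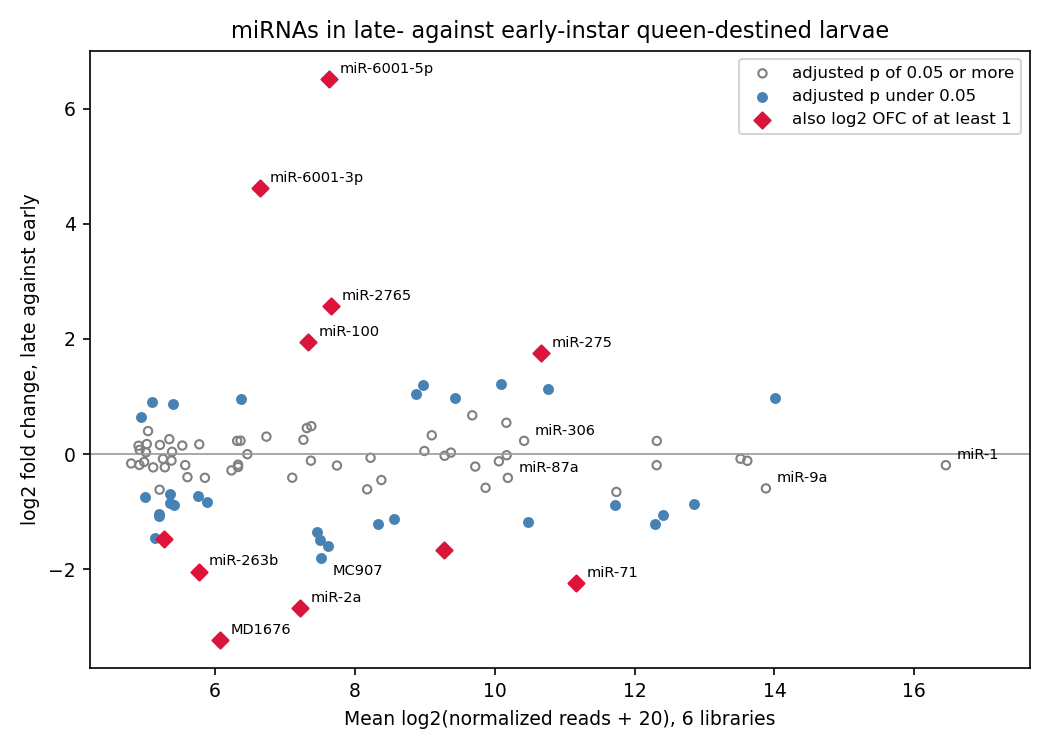
Each point is a distinct mature sequence in queen-destined larvae, with its mean log2(normalized reads + 20) over 6 libraries on the x axis and its log2 fold change of late against early instars on the y axis. Filled circles have an adjusted p under 0.05 from limma, and diamonds, 11 in number, also have a log2 OFC of at least 1 in size. Bte-miR-6001-5p lies highest, at 6.52.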

### Northern blots

To verify the presence of miRNAs in the libraries prepared from cohort 1, and to validate the expression patterns identified by the bioinformatic analysis of these libraries, we used Northern blots to probe for miRNAs in RNA samples extracted from early- and late-instar queen- and worker-destined larvae in the ten selected colonies from cohort 2 (Table S5). We designed probes that were reverse-complementary to ten selected miRNAs (Table S7). These miRNAs fell into four classes: (a) six miRNAs (Bte-miR-13a, Bte-miR-87a, Bte-miR-100, Bte-miR-306, Bte-miR-6001-5p, Bte-miR-6001-3p) of the total of nine miRNAs identified (by bioinformatic analysis of our sRNA-seq data) as being differentially expressed between queen- and worker-destined larvae (Figure 1); note that Bte-miR-6001-5p and Bte-miR-6001-3p are part of the same duplex, but because both miRNAs showed differential expression and had a read count > 200, we treated the two arms as separate miRNAs; we omitted three miRNAs (Bte-miR-13-3p, Bte-miR-2518, and Bte-miR-8516) also identified as being differentially expressed between castes because they had relatively low expression levels compared to the majority of miRNAs (< 200 counts in any phenotype); (b) two miRNAs (Bte-miR-9a, Bte-miR-184) that were not differentially expressed between any of the four phenotypes but are homologues of miRNAs found by previous studies to be associated with larval or prepupal caste differences in *Apis mellifera* (<sup>24-26</sup>; Table S1); (c) one miRNA (Bte-miR-71) identified as being upregulated in early instar larvae compared to late instar larvae, and having a homologue that has previously been associated with caste differences in prepupae in *A. mellifera* (<sup>24</sup>; Table S1); and (d) one miRNA (Bte-miR-275) identified as being upregulated in late instar larvae compared to early instar larvae, and having a homologue that has previously been associated with caste differences in larvae in *A. mellifera* (<sup>26</sup>; Table S1).

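In queen-destined larvae, Bte-miR-71 had 4154, 6059 and 4867 normalized reads in EQ1, EQ3 and EQ4 and 1021, 1033 and 1047 in LQ1, LQ3 and LQ4. Its log2 fold change of late against early instars was -2.24 (standard error 0.25, adjusted p = 1.25e-07 from limma) and its log2 OFC was -1.97. Bte-miR-275 rose from 883 ± 243 (SD, n = 3) to 2969 ± 503 (SD, n = 3), with a log2 fold change of 1.75 (standard error 0.26, adjusted p = 1.21e-05 from limma) and a log2 OFC of 1.17. Bte-miR-9a had 18524 ± 1182 (SD, n = 3) in early and 12697 ± 4253 (SD, n = 3) in late instars, and its log2 fold change of -0.60 (standard error 0.27, adjusted p = 0.0775 from limma) did not pass the threshold. Its log2 OFC was -0.03, and its change within colonies ran from -1.19 in replicate 1 to -0.03 in replicate 3. For all 3 miRNAs the ranges of the instars did not overlap (exact two-sided permutation test, p = 0.1). With the replicate number as a block, the adjusted p was 5.41e-06 for Bte-miR-71, 4.45e-05 for Bte-miR-275 and 0.0658 for Bte-miR-9a. EQ2 held 1909 reads of Bte-miR-71, 615 of Bte-miR-275 and 14030 of Bte-miR-9a. With that library the log2 OFC of Bte-miR-71 was -0.85, short of the criterion, that of Bte-miR-275 stayed at 1.17, and the ranges of Bte-miR-9a overlapped. Across the miRNAs EQ2 is low, with a sum at 62.2% of the mean of the other early-instar libraries. That can lower the early minimum of a miRNA that falls, and the log2 OFC with EQ2 was not run after rescaling. The Bte-miR-275 sequence in the table, TCAGGTACCTGAAGTAGCGCG, is 2 nucleotides shorter than the one in Table S7. Precursors lie on scaffold Group7.3 from 1116964 to 1117033 for Bte-miR-71, on GroupUn154 from 584306 to 584382 for Bte-miR-275, and on Group1.3 from 3684166 to 3684240 for Bte-miR-9a. Of the 9 miRNAs named in the paper that were matched to the table, 5 passed the limma threshold adjusted over all rows and the same number passed when adjusted over those 9 alone. Bte-miR-184, Bte-miR-13-3p, Bte-miR-2518 and Bte-miR-8516 were not analysed here.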

For each selected miRNA, we produced at least two Northern blots (using RNA from each of two independent colony replicates) to compare the expression in the four phenotypes (EW, LW, EQ, LQ) alongside one another. We quantified the signal in each band using the imaging software *Quantity One* (Bio-Rad). The expression pattern shown by sRNA-seq was considered to be validated if each Northern blot showed the same expression pattern as that shown by sRNA-seq, i.e. either differential gene expression of more than two-fold in the same direction or no differential gene expression. In the case of Bte-miR-6001-3p, low expression levels meant that, in the five Northern blots attempted, only two yielded sufficient signal to allow us to determine relative expression.

We also used Northern blots of RNA extracted from larval and pupal samples in cohort 3 to investigate whether the caste-differentiated miRNAs that were validated by the Northern blots (Bte-miR-6001-5p and Bte-miR-6001-3p) were expressed in a tissue- or stage-specific manner.

To conduct Northern blots, we extracted total RNA from larvae sampled from cohort 2 using the Trizol protocol described above. We then separated the RNA on a 15% denaturing polyacrylamide gel and transferred the RNA to a Hybond-NX nylon membrane (GE Healthcare, Amersham, UK) using Semi-dry membrane transfer apparatus (Scie-plas, Cambridge, UK). We bound the RNA to the membrane by chemical crosslinking. We

hybridized membranes overnight at 37°C in UltraHyb-Oligo hybridization buffer (Ambion) with probes that were reverse complementary to the miRNA of interest and were labelled with  $^{32}\text{P}$  using T4 polynucleotide kinase and [ $\gamma\text{-}^{32}\text{P}$ ] ATP. We rinsed the membranes with a wash solution ( $0.2 \times$  sodium chloride/sodium citrate, 0.1% (w/v) sodium dodecyl sulphate (SDS)), then exposed them on a blank phospho-imaging screen inside a radioactive cassette (Fujifilm, Billingham, UK). We scanned the screens on a Molecular Imager FX Pro Plus (Bio-Rad, Hemel Hempstead, Hertfordshire) using *Quantity One* to visualize the signal. To allow membrane re-use, we stripped the membrane of its radioactive signal by incubating it in a stripping solution (pH 8.5, 0.1% SDS, 5mM EDTA) at 95°C for 20–40 minutes. All membranes were re-probed with U6, which is a small nuclear RNA acting as a loading control<sup>27</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

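Small RNA libraries were made by the authors from pools of whole queen-destined larvae of B. terrestris, 4 early-instar and 4 late-instar, with an adapter that carries 4 degenerate bases to reduce ligation bias. The authors removed reads with unassigned nucleotides, trimmed the adapter and its degenerate bases, left out short reads, and mapped the rest at full length to the B. terrestris genome v.1.0 with PatMaN, allowing a mismatch and no gaps. They deposited a score for each predicted miRNA in each library, a normalized read value rounded to whole numbers, where the paper's text speaks of raw counts. The column sums follow the miRNA percentage of each library in Table S6 (coefficient of variation 5.60%) and not its miRNA reads (52.6%), so the values were treated as normalized. A test for counts, which the design written before the data were examined named first, was for that reason replaced by the test the same design gave for normalized values. The deposited scale appears to be per genome-matching read, an inference from those sums, and the values were used as deposited.

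The table has 123 rows and 111 distinct mature sequences. Of its per-sample columns, 7 belong to the queen-destined libraries and 7 to samples of another series, and the latter were not used, so caste comparisons were not analysed here. Library LQ2 was not analysed here. Libraries were mapped by their titles, which the Supplementary Information pairs with the library names. The paper states that early- and late-instar pools were paired within colonies. That equal replicate numbers mark such a pair was assumed, since colony names of these libraries differ between Tables S2 and S4. Changes within colonies and fits with the replicate number as a block rest on this assumption. Colonies 1, 3 and 4, numbered in this way, were kept in both instars. Precursor positions are counted from 1 with both ends included.

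Late-instar libraries (LQ1, LQ3, LQ4) were compared with early-instar libraries (EQ1, EQ3, EQ4), the libraries the paper kept. limma 3.58.1 in R 4.3.3 was fitted to log2(value + 20) with lmFit and eBayes and Benjamini-Hochberg adjustment, for rows with a value of at least 10 in at least 3 of the libraries fitted. Fold changes on this scale understate the change of miRNAs with low values. The log2 offset fold change (OFC) followed the paper's formula, from the minimum of the higher instar plus 20 over the maximum of the lower instar plus 20, and was set to 0 where ranges overlap. The paper adds 20 to values scaled to the library total given in its methods. Summed over all rows, the deposited values imply lower library totals, of 848247 to 994628, and counting each sequence once would lower them further. An offset of 20 therefore weighs more here than in the paper, and the counts are not those of the paper's criterion. An offset of 5 is nearer to it. Exact two-sided permutation tests of the difference in means used every regrouping of the libraries, with a smallest p of 0.1 for 3 against 3 and 0.0571 for 4 against 3. Other tests across miRNAs used 100000 random permutations or Fisher's exact test (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15), and structure was predicted with RNAfold 2.7.2. Figures were drawn with matplotlib 3.10.9.

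The limma step was tested on simulated data first. In 20 runs over 97 simulated rows, 30 of them changed by a known 4-fold, it recovered 97.2% of the changed rows, 4.7% of its calls were false and 0 had the wrong sign. Every simulated row had the same spread, the median of the real rows, and its noise was independent between libraries. Real rows differ in spread, and many changes past the threshold here are smaller than 4-fold. The simulated rates therefore do not give the rates of the real comparison.

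The miRNAs named in the text are those the paper or its Supplementary Information names, and the 5 with the largest rise and the 5 with the largest fall among those past the limma threshold whose direction is the same in each of the 3 colonies, a sequence with several precursors being taken once. The closing section also names miR-13b, miR-252, miR-252b, miR-281, miR-278 and miR-316, which fall outside this rule and were picked after their values were seen. It names miR-125 and miR-3786 as well, for an arm under the filter. Of the names in the paper, 9 were matched to a row by name and sequence. Bte-miR-13a, Bte-miR-184, Bte-miR-13-3p, Bte-miR-2518 and Bte-miR-8516 were not analysed here.

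Alternatives set before the data were examined were EQ2 included, a pseudocount of 1, the replicate number as a block (with EQ2 as well, which cannot move its estimates), no filter, a filter at a mean of 200, rows of a sequence summed, offsets of 1 and 100, the table's own total as library size, and each library left out in turn. Alternatives chosen after the data were seen were own-total scaling of the limma fit, median-ratio scaling, rescaling to the accepted reads of Table S4, each sequence kept once, a limma trend, and an offset of 5 (with and without EQ2).

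The paper's accepted reads per library range from 2005763 to 5176221, but the reads behind each value were not recovered from rounded normalized values. No counting error is therefore given, and precision rests on the spread between 3 libraries per instar.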

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

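The tests of scale, of other splits of the libraries, of dilution, of equal loss and of pool size were chosen after the results were seen, and the tests of GC content and of similar sequences before.

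The sum of the miRNA table in EQ2, 148819, stood apart from the other early-instar libraries, with a gap of 0.893 of the range, above the critical value of Dixon's test for 4 libraries. Bte-miR-1 in EQ2 stood apart as well (58711 against 92735 to 98784, a gap of 0.849). These were 2 of 15 values tested this way. Bte-miR-6001-5p and Bte-miR-6001-3p are among the 15 but, at 0 or 1 in every early-instar library, could not show a library apart. For the other values chance gives about 1 in 20. Because Bte-miR-1 holds between 40.1% and 44.0% of the reads in each library, the 2 flags are not independent. The low total follows the miRNA share of EQ2 in Table S6, 17.4% of the genome-matching reads against 24.9% to 27.1% in EQ1, EQ3 and EQ4, and after division by that share EQ2 is at 93.2% of the mean of the others. Since the deposited values appear to be per genome-matching read, this restates the low total and does not test its cause. The paper's account is that longer reads took up sequencing space, and those reads were not analysed here. Whether the miRNAs lost an equal share was tested as well. Before scaling, EQ2 stood apart in 3 of 97 sequences. After each library was scaled to its own total, it stood apart in 0 of 97 sequences, and EQ1, EQ3 and EQ4 in 1, 2 and 3, where chance gives about 1.2 per library. With 3 sequences apart before scaling, this test could show little, and it does not tell whether the miRNAs were diluted alike. The values of EQ2 as a percentage of the mean of EQ1, EQ3 and EQ4 had a median of 61.8% and ran from 27.8% to 176% over the 62 sequences with an early mean of at least 50. After scaling to own totals, the SD of the log2 ratio to the mean of the other early-instar libraries was 0.452 for EQ2 over these sequences, against 0.386, 0.355 and 0.586 for EQ1, EQ3 and EQ4, and 0.557 over all 97 sequences, against 0.469, 0.454 and 0.697. EQ2 was between EQ4 and the other libraries both ways, which tells neither for nor against an equal loss. The pool of EQ2 was small (10 larvae), but LQ4, from 11 larvae, had a total over all rows 1.012 times the mean of LQ1 and LQ3. Pool size therefore cannot be separated from other properties of a single library. No biological explanation was tested. EQ2 has the same labelled condition as the other early-instar libraries, but its replicate number is taken to mean another colony. The paper also left out LQ2, the late-instar library of the same number, from 5 larvae. A property of that colony or of its pools was therefore not separated from one of the library.

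Besides the miRNAs the paper names, 36 distinct sequences had an adjusted p under 0.05 between late- and early-instar queen-destined larvae. Under the rule for naming miRNAs, 5 of them are given here. miR-2765 rose by 2.57 on the log2 scale (104, 104 and 17 against 559, 650 and 287 normalized reads in replicates 1, 3 and 4). MD1676, listed with the source code MD only, had a log2 fold change of -3.23 (228, 180 and 154 against 1, 0 and 5). For miR-2a it was -2.68 (421, 422 and 254 against 35, 55 and 29), for miR-263b -2.04 (71, 148 and 68 against 4, 12 and 5) and for MC907, which has the source code MC only, -1.81 (196, 344 and 487 against 61, 65 and 113). Each had the same direction in 3 of 3 colonies and an adjusted p of at most 3.50e-05 from limma. With an offset of 20 on the deposited scale, MC907 had a log2 OFC of -0.70, short of 1 in size, and the other 4 passed, although with EQ2 included miR-263b did not (-0.95). With an offset of 5, nearer to the paper's on this scale, MC907 had -0.77 and miR-263b with EQ2 -1.47.

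Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave 43 rows or more. The other 6 of the 10 splits keep 1 pair together on each side, and every other split gave 0 rows at an adjusted p under 0.05 and 0 to 4 rows at an unadjusted p under 0.05. With so few splits, the instar difference cannot be told apart from chance by this count alone. A common difference in scale was tested with median-ratio scaling, under which 42 rows were still past the threshold in the same direction. GC content was unrelated to the log2 fold change across 97 sequences (Spearman's rho 0.0737, permutation p = 0.474, sequences not being independent replicates). Sequences with another listed sequence within 2 mismatches were past the threshold in 2 of 6 cases. The others were past it in 39 of 91 (Fisher's exact p = 1.0), and 6 cases are too few to compare the shares. These 39 have no similar listed sequence, which argues against reads shared between similar listed sequences as the source of their change. For the 2 such sharing is not ruled out, and similar sequences outside the list were not tested. Development between instars remains a hypothesis for these changes.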

How the results depend on the processing

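Between late- and early-instar queen-destined larvae, 43 rows were past the limma threshold, 16 higher and 27 lower. Restricting the test to a mean of at least 200 in either instar left 27 rows, 15 of them lower, out of 51 tested. Across the other alternatives that kept all 6 libraries or added EQ2, the count lay between 41 and 47. It ran from 33 to 39 across the 6 fits that each left out a library, with 11 to 15 rows higher and 19 to 27 lower. With the replicate number as a block it was 43. EQ2 has no same-numbered late-instar library in the table, so adding it to that block (44 rows) cannot move a log2 fold change and shows no stability. No row past the threshold reversed its direction under any alternative in which it was tested. Apart from the filter at 200 and the alternatives that merged rows of a sequence, 35 of the 43 rows were tested in every alternative, and 27 of these 35 stayed past the threshold in each. The filter on low values left the other 8 untested in at least 1 alternative, and 6 of them were past the threshold wherever they were tested.

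The scaling of the libraries moved the median log2 fold change of all rows, from -0.15 as deposited to -0.03 with own-total scaling, 0.02 with median-ratio scaling and -0.26 after rescaling to accepted reads. The number of rows higher and lower was then 19 and 26, 20 and 26, and 15 and 32. These 3 scalings were chosen after the data were seen.

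With an offset of 20 on the deposited scale, 12 rows had a log2 OFC of at least 1 in size, 5 higher and 7 lower. An offset of 5, nearer to the paper's on this scale and chosen after the data were seen, gave 14 rows, 5 higher and 9 lower, and with EQ2 included 11 rows, 5 higher and 6 lower. An offset of 1 gave 23 rows (16 lower) and an offset of 100 gave 8 (3 higher). With EQ2 included and an offset of 20, 3 rows were lower, and in the paired form 11 were lower. Leaving out a library gave 12 to 16 rows, with 5 to 6 higher and 7 to 11 lower. Scaling moved the balance at an offset of 20. Own-total scaling, set before the data were examined for this count, gave 14 rows, 7 higher and 7 lower. Rescaling to accepted reads, chosen after they were seen, gave 13 rows, 4 higher and 9 lower. The low values of EQ2 can lower the early minimum of miRNAs that fall, and the OFC count with EQ2 was not run after rescaling. The cause of these shifts was not tested.

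Among single miRNAs, Bte-miR-1 changed sign under median-ratio scaling, from -0.19 to 0.015, both within the standard error of 0 (adjusted p from 0.34 to 0.964 over its alternatives). Of the other log2 fold changes under alternatives, 237 kept their direction and side of the threshold (among them those of the blocked fits, in which the log2 fold changes equal those without a block by design), and 3, all of Bte-miR-9a, came past it: without late replicate 3, after rescaling to accepted reads and with a limma trend (adjusted p from 0.015 to 0.325 over its alternatives). Of the means, 8 moved by more than 1 SD and 91 did not.

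Not run were the TMM and DESeq2 alternatives, which need counts, LQ2 as a further library, and library size from genome-matching reads, on which the deposited scale already appears to be based. The rounded values do not give the reads behind them, which limits what can be said of miRNAs with low values, such as Bte-miR-6001-5p at 0 or 1 in early instars.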

Differences from the paper's values

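Values of the paper are read by eye from Fig. 1 and set beside ratios of the mean normalized reads of the deposited table.

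For Bte-miR-87a, the log2 ratio of late over early queen-destined larvae was -0.42 here and about -1.0 in Fig. 1 of the paper, read by eye. For Bte-miR-100 it was 2.28 here and about 1.6 in Fig. 1 of the paper, read by eye. For Bte-miR-306 it was 0.22 here and about -0.42 in Fig. 1 of the paper, read by eye. The ranges of the instars overlapped for Bte-miR-306 here, so no direction is established by these libraries. The log2 ratio of Bte-miR-6001-5p over Bte-miR-6001-3p in late-instar queen-destined larvae was 1.96 here and about 0.0 in Fig. 1 of the paper, read by eye. For its Northern blots, the paper reports that the probe for Bte-miR-6001-3p gave less signal than that for Bte-miR-6001-5p.

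None of the alternatives set before the data were examined (EQ2 included, own-total scaling, each library left out) closed the first 3 of these gaps. The gap in the miR-6001 arms is a ratio within late-instar libraries, which EQ2 and the early-instar libraries cannot move and scaling barely moves, so the only alternatives that bear on it are those that left out a late-instar library, and none of these closed it. Across the alternatives the ratio lay between -0.47 and -0.22 for Bte-miR-87a, between 2.12 and 2.47 for Bte-miR-100, between 0.07 and 0.39 for Bte-miR-306, and between 1.61 and 2.38 for the miR-6001 arms. Rescaling to accepted reads, chosen after the values were seen, gave -0.57, 2.12 and 0.07 for the first 3 and closed none of them either.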

Other observations

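The tests of source codes, of neighbouring hairpins and of the arms of a hairpin were all chosen after the log2 fold changes were seen.

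A hypothesis was that sequences predicted without a known match, those without the source code MM, change between instars more often than the matched ones. Of them 12 of 32 (37.5%) were past the threshold, and of the matched sequences 29 of 65 (44.6%), with no difference in share (Fisher's exact p = 0.522).

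A further hypothesis was that hairpins within 10000 bases on the same strand change together. Over 12 pairs made up of 15 hairpins, the log2 fold changes of neighbours differed by 0.83 on average, against 1.15 for pairs drawn at random from the 88 hairpins tested, which is within what chance gives (one-sided permutation p = 0.220). Single groups differ: on scaffold Group7.3, miR-2a, miR-13b and miR-71 had log2 fold changes of -2.68, -1.60 and -2.24, whereas on Group15.5 miR-252 and miR-252b had -1.18 and 0.98. These groups were picked out after their values were seen.

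The log2 fold changes of the arms of a hairpin were related across the 11 hairpins listed with both arms (Spearman's rho 0.755, permutation p = 0.0103; Pearson's r 0.924, permutation p = 0.00079), hairpins not being independent replicates. Without miR-6001, rho was 0.673 (permutation p = 0.0389). The hairpins of miR-125 and miR-3786 were included, although an arm of each was too low for the limma filter. The pseudocount makes the change of such an arm look smaller, and the relation was not computed without these hairpins. The relation was kept after regression on GC content (rho 0.673, permutation p = 0.0273). Joint production of the arms from a precursor is a candidate explanation, and reads misplaced between arms were not tested. The direction was the same for both arms in 7 of the 11 hairpins. The ratio of the arms, in which a scaling shared by both arms largely cancels, had non-overlapping ranges in 3 of the 10 hairpins other than miR-6001, where chance gives 10%: miR-281, miR-278 and miR-316. For miR-281 the log2 ratio of the 5′ arm over the 3′ arm went from -0.52 ± 0.23 (SD, n = 3) in early to -1.67 ± 0.27 (SD, n = 3) in late instars. For miR-278 it went from 1.75 ± 0.24 (SD, n = 3) to 0.42 ± 0.41 (SD, n = 3). For miR-316 it moved the other way, from -0.34 ± 0.10 (SD, n = 3) to 0.23 ± 0.46 (SD, n = 3). Each of the 3 had an exact two-sided permutation p = 0.1, the smallest that 3 against 3 allows. The ratio of miR-6001 is not counted, since both its arms were at 0 or 1 in early instars.

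In late-instar queen-destined larvae, Bte-miR-6001-5p held 6.77, 2.24 and 4.11 times the normalized reads of Bte-miR-6001-3p in LQ1, LQ3 and LQ4. The 5′ arm was lowest and the 3′ arm highest in the same library, LQ3, and no explanation was tested.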
